# Sexual dimorphic gene expression profile of perirenal adipose tissue in ovine fetuses with growth restriction

**DOI:** 10.3389/fphys.2023.1179288

**Published:** 2023-08-04

**Authors:** Jack Blomberg, Rosa I. Luna Ramirez, Dipali Goyal, Sean W. Limesand, Ravi Goyal

**Keywords:** adipose, IUGR, placental insufficiency, fetal growth restriction, RNAseq, sexually dimorphic, epigenetics

## Abstract

Worldwide, fetal growth restriction (FGR) affects 7%–10% of pregnancies, or roughly 20.5 million infants, each year. FGR increases not only neonatal mortality and morbidity but also the risk of obesity in later life. Currently, the molecular mechanisms by which FGR “programs” an obese phenotype are not well understood. Studies demonstrate that FGR females are more prone to obesity compared to males; however, the molecular mechanisms that lead to the sexually dimorphic programming of FGR are not known. Thus, we hypothesized that FGR leads to the sexually dimorphic programming of preadipocytes and reduces their ability to differentiate into mature adipocytes. To test the hypothesis, we utilized a maternal hyperthermia-induced placental insufficiency to restrict fetal growth in sheep. We collected perirenal adipose tissue from near-term (∼140 days gestation) male and female FGR and normal-weight fetal lambs (*N* = 4 to 5 in each group), examined the preadipocytes’ differentiation potential, and identified differential mRNA transcript expression in perirenal adipose tissue. Male FGR fetuses have a lower cellular density (nuclei number/unit area) compared to control male fetuses. However, no difference was observed in female FGR fetuses compared to control female fetuses. In addition, the ability of preadipocytes to differentiate into mature adipocytes with fat accumulation was impaired in male FGR fetuses, but this was not observed in female FGR fetuses. Finally, we examined the genes and pathways involved in the sexually dimorphic programming of obesity by FGR. On enrichment of differentially expressed genes in males compared to females, the Thermogenesis KEGG Pathway was downregulated, and the Metabolic and Steroid Biosynthesis KEGG pathways were upregulated. On enrichment of differentially expressed genes in male FGR compared to male control, the Steroid Biosynthesis KEGG Pathway was downregulated, and the PPAR Signaling KEGG pathway was upregulated. No pathways were altered in females in response to growth restriction in perirenal adipose tissue. Thus, the present study demonstrates a sexually dimorphic program in response to growth restriction in sheep fetal perirenal adipose tissue.

## Introduction

Obesity has emerged as a major health crisis in the United States and worldwide. According to the WHO, the prevalence of obesity has tripled since 1975 (WHO, 2020). Based on the CDC data, the prevalence of obesity was 42.4% in 2017 and 2018. Financially, obesity plays a large part in higher medical costs, decreased productivity, and increased absence from work (Tremmel et al., 2017). With healthcare costs rising every day, the cost of excess healthcare expenditures takes an enormous amount of toll on individuals. In 2014, globally, the economic impact of obesity was $2.0 trillion US dollars (Tremmel et al., 2017)^.^ Additionally, obesity significantly reduces life span and quality of life. It is shown that obesity can decrease life expectancy by as much as 5–10 years (Fruh, 2017). Obesity is related to disorders such as coronary artery disease, arthritis, and stroke. Obesity also has a considerable impact on mental health conditions like low self-esteem, mood disorder, and eating disorders (Djalalinia et al., 2015). Overall, obesity is immensely impactful on society and requires urgent attention and investigation.

Human epidemiological studies demonstrate that FGR is a major risk factor for obesity later in life (Barker, 1994). This has led to the concept of developmental origins of health and disease (DOHaD) and “fetal programming” of obesity with associated metabolic disorders (Hales and Barker, 2001). Several studies support that FGR predisposes individuals to a significantly higher risk of developing obesity (Hanson and Gluckman, 2008; Goyal and Longo, 2013). The thrifty phenotype hypothesis explains the mechanism of fetal programming that the *in utero* environment of reduced nutrient availability prepares the fetus for the predicted outside environment of nutrient scarcity after birth (Hales and Barker, 2001). Several studies support that a fetus is “programmed” to live under thrifty conditions (Ozanne et al., 2004; Hochberg et al., 2011; Goyal and Longo, 2013; Yajnik, 2014; Ducsay et al., 2018; Goyal et al., 2019). If, postnatally, there is adequate nutrition available to the newborn, it starts accumulating excess nutrition as fat for future nutritional starvation. This leads to rapid catch-up growth, which is a risk factor for metabolic syndrome (Goyal and Longo, 2013; Crume et al., 2014). Mechanisms of such programming are not entirely understood (Ducsay et al., 2018; Goyal et al., 2019). Nonetheless, it is well established that FGR predisposes to obese phenotype (Longo et al., 2014a; Longo et al., 2014b; Longo et al., 2014c; Goyal et al., 2019). Obesity is a very complex process and depends on the precise regulation of gene expression (Albuquerque et al., 2017). This complexity is in part because of the complex composition of adipose tissue, which contains several different cell types such as white adipocytes, which can accumulate fat, and brown adipocytes, which efficiently convert energy into heat, an intermediate phenotype known as beige adipocytes, and cells with stem cells like property (known as preadipocytes, vascular-stromal fraction, or adipose tissue-derived stem cells). These preadipocytes are very plastic cell types (Gimble et al., 2007). For instance, it can be differentiated into all three lineages—endodermal (Mohamad Buang et al., 2012), mesodermal (Joo et al., 2017), and ectodermal origins (Huang et al., 2007). However, the FGR-mediated programming of adipocytes is not well investigated and creates a significant knowledge gap in our current understanding.

There are several animal models to create FGR. Our group has used various methods to generate FGR, including maternal protein malnutrition (Goyal and Longo, 2013), hypoxic stress (Goyal et al., 2011), high altitude acclimatization (Goyal and Longo, 2014), and increasing ambient temperature during gestation to 40°C (104°F) (Camacho et al., 2017; Yates et al., 2019). All these methods produce significant FGR. However, based on our studies, ambient hyperthermia produces significant placental insufficiency and closely mimics human FGR (Yates et al., 2011). The ambient hyperthermia model was based on the observation that lambs born in the summer have lower birth weights and higher mortality rates than lambs born in cooler seasons (Shelton et al., 2014).

In the mouse, we have demonstrated that FGR pups are more prone to obesity and hypertension in a sexually dimorphic manner (Goyal and Longo, 2013). Others have also demonstrated that FGR babies are at significant risk for excessive fat deposition in adipose tissues and rapid catch-up growth in a sexually dimorphic manner (Hales and Barker, 2001; Tchoukalova et al., 2014; Dearden et al., 2018). Specifically, FGR females are prone to develop greater obesity compared to males in later life. However, in mice, the metabolic rate is about seven times larger than humans and is 2,000–3,000 times smaller than humans (Patrick et al., 2008). Also, unlike large animals, rodents are born with immature BAT, which matures only postnatally and is largely retained throughout life (Gemmell et al., 1972; Cannon and Nedergaard, 2004). Additionally, in sheep, the deposition of adipose tissue and the development of key organ systems regulating metabolism and energy balance occurs before birth in this species, as in humans. Of note, human visceral fat contains high levels of immune cells, which are not present in mice, and mice visceral fat functions chiefly as a cushion for organs and storage for lipids (Chusyd et al., 2016). Thus, several recent studies indicate that large animal models, such as sheep, are better for studying adipogenesis (Patrick et al., 2008; Morrison et al., 2018; Borgeson et al., 2022).

Thus, we hypothesized that FGR leads to the sexually dimorphic programming of preadipocytes and reduces their ability to differentiate into mature adipocytes.

## Methods

All animal studies were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Arizona. Crossbred Columbia-Rambouillet ewes carrying singleton pregnancies were used for the present study. All studies were conducted on the four study groups—near-term control male fetuses (MC), near-term control female fetuses (FC), near-term FGR male fetuses (MFGR), and near-term FGR female fetuses (FFGR).

### FGR animal model

Pregnant ewes were exposed to high ambient temperatures to produce maternal hyperthermia that causes progressive placental insufficiency and fetal growth restriction (Bell et al., 1987; Limesand et al., 2018). In this model of FGR, pregnant ewes are exposed to elevated ambient temperatures (40°C for 12 h; 35°C for 12 h; dew point 22°C) from 38 ± 1 to 87 ± 1 day of gestation (total gestation in sheep is ∼149 days). Control fetuses are from ewes maintained at 22°C ± 1°C and pair-fed to the average *ad libitum* feed intake of the hyperthermic group (Bell et al., 1987; Galan et al., 1999; Regnault et al., 2002; Chen et al., 2010; Leos et al., 2010; Limesand and Rozance, 2017). All ewes are given *ad libitum* access to water and salt. Following physiological measurements previously reported (Pendleton et al., 2020), the ewe and fetus were killed humanely (Euthasol; Virbac Animal Health).

### Adipose tissue collection

Perirenal adipose tissue from four experimental groups was collected at term (∼140 days of gestation) to examine morphological differences and changes in gene expression. Perirenal adipose tissue is a visceral subtype with well-defined boundaries and is covered with a perirenal fascia (Gerota’s fascia), which allows for complete dissection and weight measurements. After weighing the adipose tissue, a portion of fresh perirenal adipose tissue was used to isolate preadipocytes, a slice was fixed in 4% paraformaldehyde, and the rest was snap-frozen in liquid nitrogen and stored at −80° for downstream RNAseq analysis (Cole et al., 2009; Chen et al., 2010).

### Cell density in adipose tissue

Cell Density was examined by staining the section with Hoechst live-cell stains. The blue nuclei stained were counted using ImageJ software. Five animals were used in each group.

### Triglyceride content assay

Triglyceride content of the perirenal adipose tissue in the four study groups (four animals in each group) was determined by the Triglyceride-Glo™ Assay (Promega, Inc; Cat #J3161) following manufacturer’s instructions. The Assay detects triglyceride levels by measuring glycerol that is released from triglycerides in an enzymatic reaction with a lipase: one molecule of glycerol per molecule of triglyceride. Glycerol is measured in a coupled reaction scheme that links the production of NADH to the activation of a proluciferin that produces light with luciferase. The amount of triglyceride is determined from the difference of glycerol measured in the absence (free glycerol) and presence (total glycerol) of lipase. The assay measures triglyceride by conversion to glycerol and fatty acids by lipase. Briefly, 50 mg of tissue was homogenized with liquid nitrogen and dissolved in the glycerol lysis buffer with and without lipase. Enzymes and substrate were added as per the manufacturer’s instruction, and the luminescence was measured by a luminometer (Biotek Inc.)

### Histological examination by H & E staining

H & E staining was conducted using Harris hematoxylin solution and Eosin Y Solution on 10-micron sections prepared from freshly frozen perirenal adipose tissue from the four groups following the standard process.

### Preadipocyte isolation

Preadipocytes were isolated using a published protocol (Lee and Fried, 2014). Briefly, 500 mg of adipose tissue was minced in a sterile Petri dish, and 2 mL of 5 mg/mL collagenase in sterile PBS was added to the minced tube and incubated in an orbital shaker for 1 h at 37°C at 400 RPM. The tissue was triturated after every 15 min. Following the incubation, the media at the bottom of the tube was removed and filtered with a 40-micron filter. The filtrate was centrifuged at 1,000 *g* for 5 min. The pellet was mixed in RBC lysis buffer (Fisher Scientific, Cat # 501129743) and incubated at room temperature for 10 min. The cells were re-pelleted by centrifugation at 500 *g* for 5 min. The pelleted cells were mixed in DMEM with 10% FBS and 1% Pen-Strep to the culture at 37 C in 5% CO_2_ and air. The cells were washed the next day with sterile PBS, and the cells which adhered to the plastic surface of the cell culture flask were passaged further.

### Preadipocyte differentiation

Adipogenic differentiation was initiated by culturing the preadipocytes in adipogenesis initiation media (DMEM with 10% FBS, 1 µM insulin, 1 µM Dexamethasone, and 500 µM 3-isobutyl-1-methylxanthine (IBMX) and 1% penicillin-streptomycin) for 7 days. Following this, adipogenesis differentiation media (DMEM with 10% FBS, 1 µM insulin, 1 µM Dexamethasone, indomethacin 50 μM, rosiglitazone 20 μM, and 500 µM IBMX was added for the next 9 days. After 16 days of differentiation, Oil Red Staining was conducted by fixing the cells in calcium fixative and oil red staining solution as published (Zhu et al., 2013). Preadipocytes from four different animals were used in each group.

### Whole transcriptomic analysis

To determine the mechanistic pathways involved in this sexually dimorphic programming of adipocytes, we conducted RNAseq on the perirenal adipose tissue from the four groups (four animals were used in each group) following standard protocol. Briefly, the stored adipose tissue was thawed in Trizol and homogenized using 3 pulses, 4–6 s each. Then, 0.2 mL of chloroform was added per 1 mL of Trizol (0.1 mL per sample). Samples were centrifuged for 15 min at 14,000 x g (4°C), and the mixture separated into a lower red phenol-chloroform, interphase, and a colorless upper aqueous solution. The aqueous phase containing RNA was transferred to a new tube very carefully to ensure proteins and other cell components did not contaminate the RNA. Then, 250 µL of isopropanol was added to the aqueous phase (0.5 mL/mL of Trizol) and incubated for 10 min. The sample was centrifuged for 10 min at 14,000 x g (4°C), and the RNA precipitate formed a white gel-like pellet at the bottom of the tube. The supernatant was discarded, and the sample was vortexed briefly before centrifugation for 5 min at 8,000 x g (4°C). The supernatant was discarded, and the RNA pellet was air-dried for 10 min. Pellets were resuspended in 50 µL of RNase-free water. The RNA was further purified by Zymo Purelink RNA columns. The obtained RNA samples were measured for quantity (ng/mL) and purity on Nanodrop and Qubit (broad-range) according to a 260/280 nucleic acid absorbance ratio before sending the University of Arizona Genetics Core Facility for sequencing, where RNA Samples were further checked for quality and quantity with an Advanced Analytics Fragment Analyzer (High Sensitivity RNA Analysis Kit—Catalog # DNF-491) and quantity with determined with a Qubit RNA quantification kit (Qubit® RNA HS Assay Kit—Catalog #Q32852).

Once quality and quantity were validated, a library was constructed from samples using a Swift RNA Library Kit—(Catalog #R1024) and Swift Dual Combinatorial Indexing Kit—(Catalog #X8096). Upon constructing the library, the average fragment size in the library was determined with the Advanced Analytics Fragment Analyzer with the High Sensitivity NGS Analysis Kit—(Catalog # DNF-486). Quantity was evaluated with an Illumina Universal Adaptor-specific qPCR kit, the Kapa Library Quantification Kit for Illumina NGS—(Catalog # KK4824).

After completing the final library QC, samples were equimolar-pooled and clustered for sequencing on the NextSeq500 machine. The sequencing run was performed using Illumina NextSeq500 run chemistry (NextSeq 500/550 High Output v2 kit 150 cycles—Catalog FC-404–2002).

### RNAseq data analysis

Sequence data quality was validated for RNAseq analysis using FastQC Version 0.11.9. Sequences with average Phred scores below 34 were discarded. Fully annotated genome indices were generated for sheep (Oar_rambouillet_v1.0), cow (ARS-UCD1.2), mouse (GRCm39), and human (GRCh38. p13) using ENSEMBL (v1.0.103) and aligned with the sequencing data using Salmon (Patro et al., 2017). Integrated differential expression and pathway analysis were conducted with iDep.96 web-based applications (Ge et al., 2018). During preprocessing, the genes with less than 20 counts per million in 3 or more libraries were discarded from further processing, and counts were normalized using EdgeR: log2(CPM + c) transformation. The distribution of the transformed data box and density plots are provided in Supplementary Figure S1. Enrichment analysis for differentially expressed genes was conducted using a False Discovery Rate (FDR) cutoff of 0.05 and a minimum fold change of 1.5. Genes altered were matched with the known Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Kanehisa and Goto, 2000), and gene set enrichment analysis (GSEA) was conducted as published (Subramanian et al., 2005). Generally Applicable Gene-set Enrichment (GAGE) was also conducted to determine the biological relevance of the regulatory mechanism (Luo et al., 2009).

### Statistical analysis

The four groups, MC, MFGR, FC, and FFGR, were compared using two-way ANOVA with Sex as a row factor and growth restriction as a column factor. Multiple comparisons were conducted using Tukey Test (Lee and Lee, 2018). All the error bars represent the mean ± standard error of the mean (SEM).

## Results

### Effect of ambient hyperthermia on fetal and perirenal adipose weight

Maternal hyperthermia reduced the body weight of both male and female fetuses (Figure 1A). The average perirenal adipose tissue weight was less in both FGR males and females compared to the control counterparts (Figure 1B). However, when perirenal adipose tissue was normalized to total fetal body weight (TBW), there was no difference between FGR and control groups in both sexes (Figure 1C).

**FIGURE 1:**
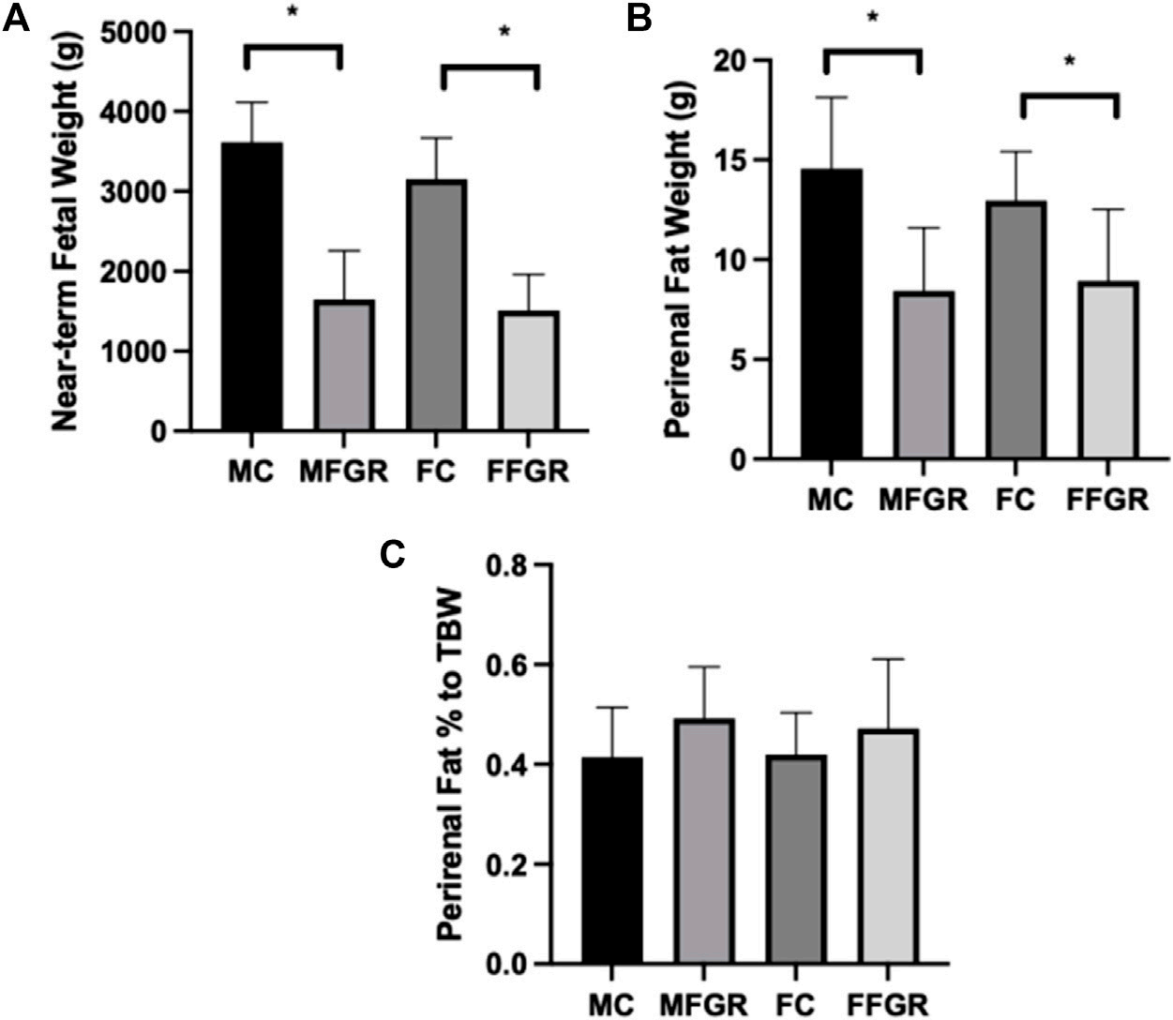
Bar graphs demonstrate: **(A)** Body weights, **(B)** Perirenal fat weights, and **(C)** Perirenal fat weight as a % of total body weight. *N* = 5 in each group, and * denotes *p* < 0.05. MC, Male control; FC, Female Control; MFGR, Growth Restricted Male Fetus; FFGR, Growth Restricted Female Fetus.

#### Cellular density, morphology, and triglyceride accumulation in perirenal adipose tissue

The results demonstrate a significantly lower nuclei number/unit area in FGR males (Figure 2B) compared to all other groups (Figures 2A, C–E). However, there was not much difference in the gross histology of the perirenal adipose tissue from the four groups (Figures 3A–D). Also, there was no difference in triglyceride accumulation (Figure 3E).

**FIGURE 2:**
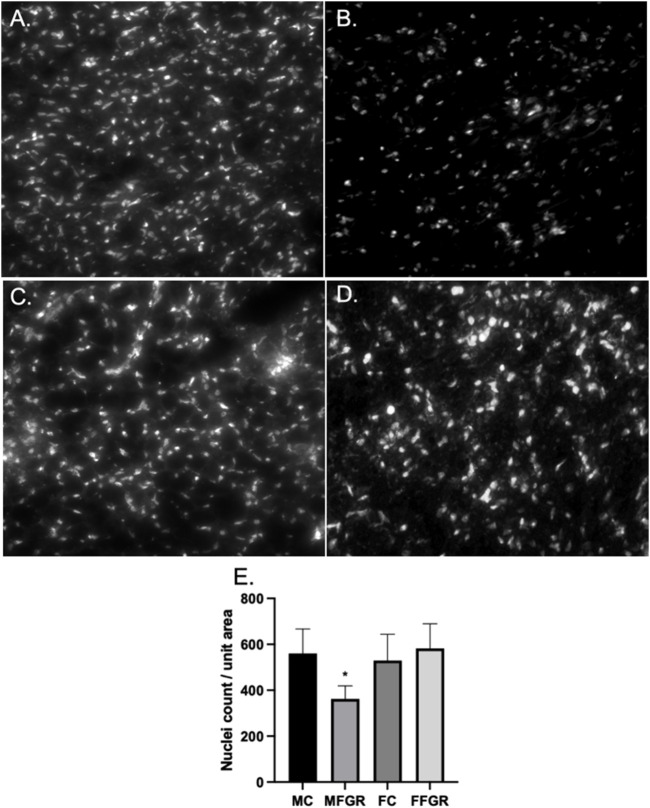
Demonstrates the exemplary photographs of nuclei staining by Hoechst live stain in MC **(A)**, MFGR **(B)**, FC **(C)**, and FFGR **(D)**. Panel **(E)** demonstrates the nuclei count per unit area of perirenal fat 10-micron slices from control and growth-restricted ovine near-term fetuses. *N* = 5 in each group, and * denotes *p* < 0.05. MC, Male control; FC, Female Control; MFGR, Growth Restricted Male Fetus; FFGR, Growth Restricted Female Fetus.

**FIGURE 3:**
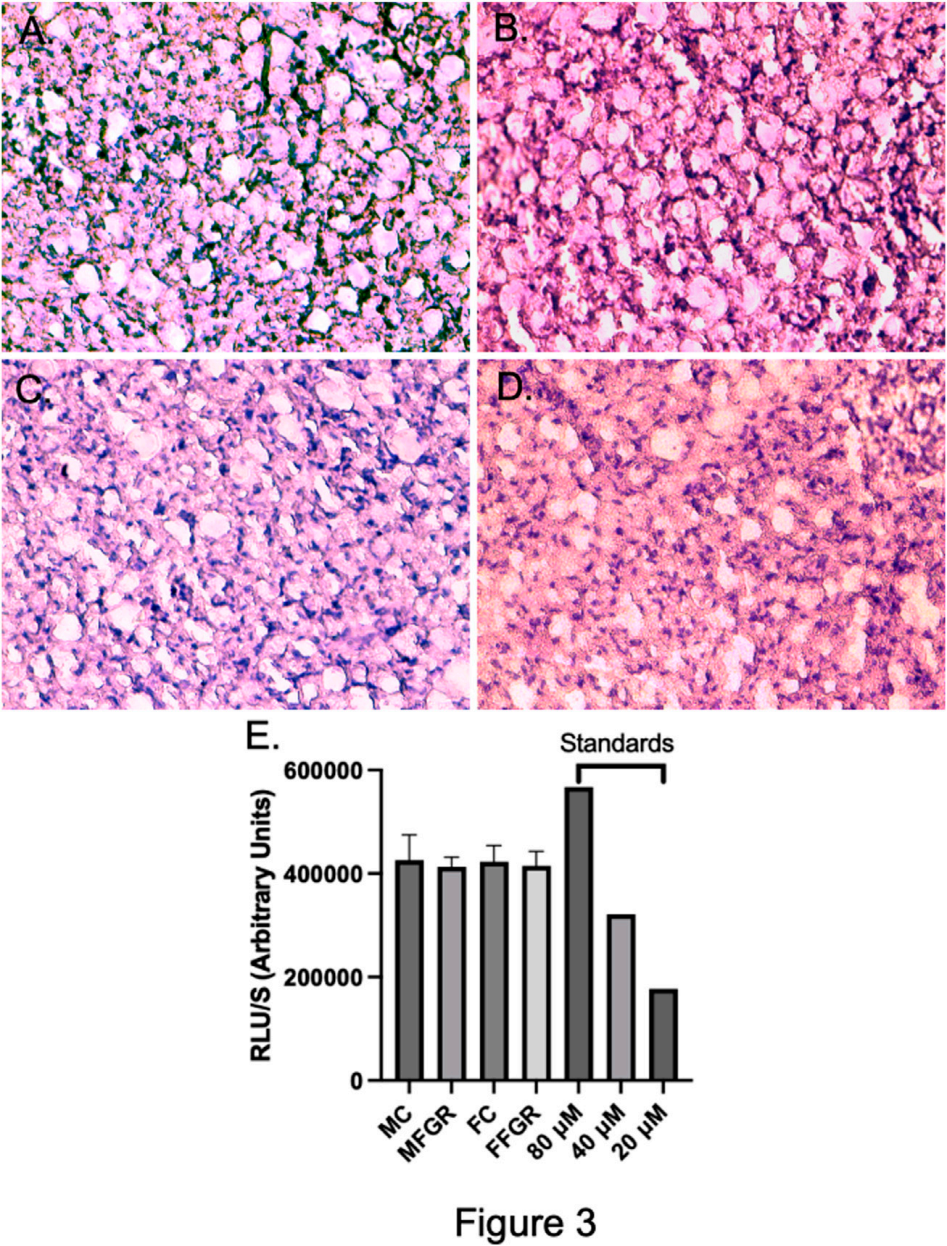
Demonstrates the exemplary H & E staining of the 10-micron slices from MC **(A)**, MFGR **(B)**, FC **(C)**, and FFGR **(D)**. Panel **(E)** demonstrates the Triglyceride Accumulation Assay in the perirenal adipose tissue from the four groups of animals. *N* = 4 in each group.

### Sexually dimorphic programming of preadipocyte differentiation

The results (Figure 4) demonstrate that the preadipocyte differentiation into mature adipocytes containing lipid droplets as stained by oil red stain was significantly reduced in MFGR (Figure 4B) compared to all other groups (Figures 4A, C, D). There was no significant effect of sex on the differentiation ability of preadipocytes into mature adipocytes in control males and females (Figure 4E).

**FIGURE 4:**
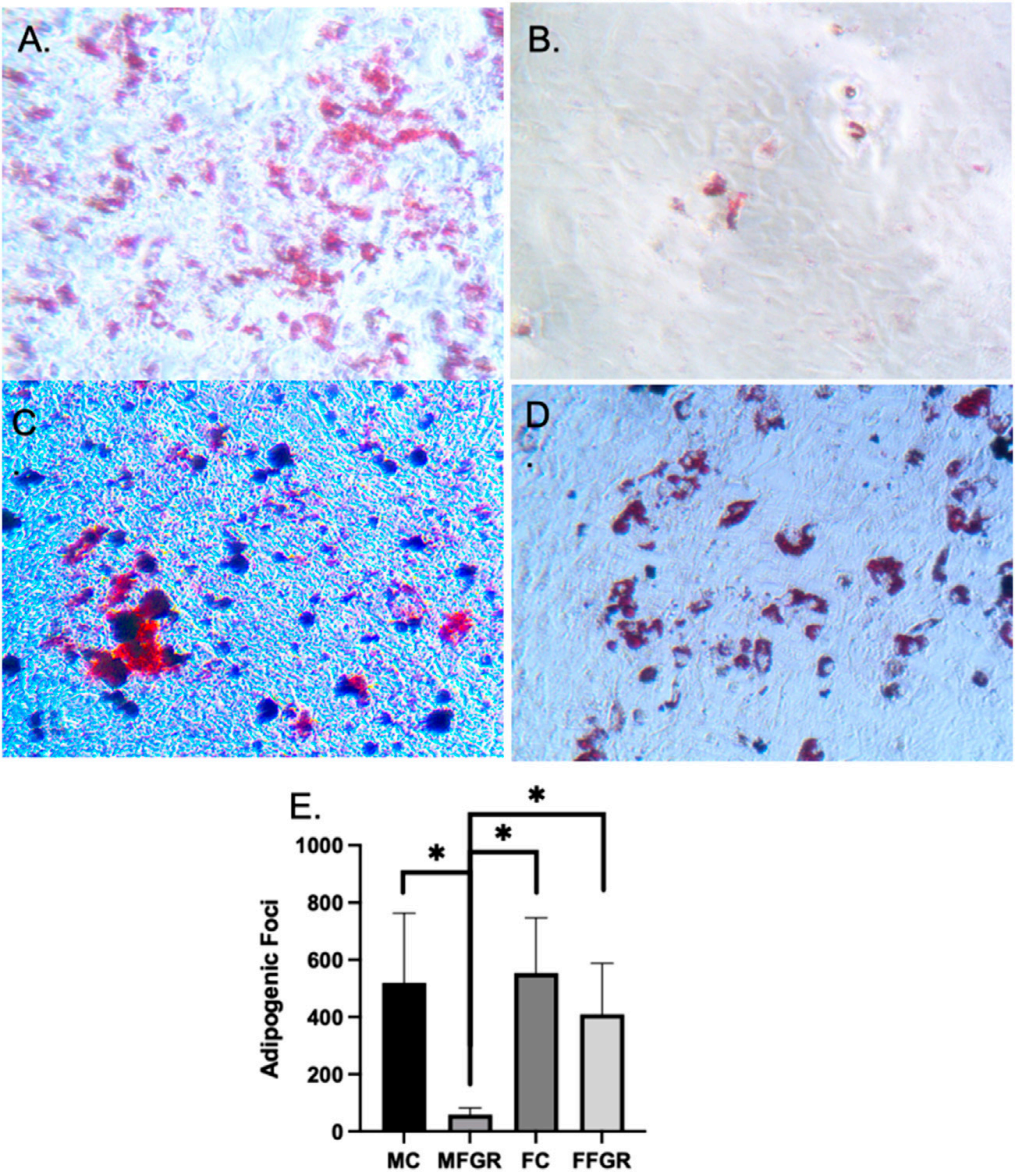
Demonstrates oil red staining of fat droplets following adipogenic differentiation of preadipocytes. **(A)** MC group. **(B)** MFGR group. **(C)** FC group. **(D)** FFGR group. **(E)** Bar graph of droplet counts. *N* = 5. * Denotes *p* < 0.05.

### RNAseq analysis of the perirenal adipose tissue

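Perirenal adipose tissue of 4 MC, 4 MFGR, 4 FC and 4 FFGR fetuses gave 16 RNAseq libraries, 1 per fetus. The authors quantified the reads with Salmon against the Ensembl sheep transcripts and deposited 1 table of TPM values. TPM values sum to 1000000 in every library and keep no read counts, so the depth is unknown and no limit on undetected transcripts can be given. Values above 0 were listed for 20510 to 21917 transcripts per MC library, 20235 to 21184 per MFGR library, 20153 to 20931 per FC library and 20391 to 21051 per FFGR library. The tests covered the 4574 transcripts with at least 20 TPM in at least 3 libraries, which held 92.3% to 95.1% of the TPM of a library. Values were taken as log2(TPM + 1), so fold changes of low transcripts are understated. All 16 libraries were fitted in limma with 1 mean per group. A transcript was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold above 1.5, the thresholds the paper states. In data simulated for MFGR against MC over 4574 transcripts, the same test recovered 73 of 100 transcripts changed 2-fold and 95 of 100 changed 4-fold. These rates depend on the number of changed transcripts simulated and on their spread, and need not hold for the deposited libraries. The deposited table pairs no transcript with a gene, so names were taken from the paper's Table 1 and Table 2 for 20 transcripts, and pathway membership from its Supplementary Tables S4 and S6.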

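The sex of the fetus divided the 16 libraries without exception. Hierarchical clustering of the 4574 transcripts placed the 8 male libraries in 1 branch and the 8 female libraries in the other. Correlations between libraries across transcripts lay between 0.8997 and 0.961 within a sex and between 0.706 and 0.768 across the sexes. Principal component 1 held 65.3% of the variance, and its mean score was -41.9 in males and 41.9 in females (exact permutation test, two-sided, p = 0.000155, the smallest that 8 libraries against 8 allow).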

Results demonstrate a strong effect of sex on gene clustering (Figure 5A). The four different colors of the sidebar demonstrated in Figure 5A denote the four different clusters of differentially regulated genes. 

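Growth restriction left no detectable separation of the FC and FFGR libraries. On principal component 1 the mean score was 40.8 ± 4.87 (SD, n = 4) in FC and 42.97 ± 1.37 (SD, n = 4) in FFGR (exact permutation test, two-sided, p = 0.543). On principal component 2 the mean score was -2.04 ± 14.1 in FC and 1.61 ± 5.83 in FFGR (SD, n = 4, exact permutation test, p = 0.714). The difference between FC and FFGR accounted for 12.9% of the variance among these 8 libraries, and 26 of the 35 ways to split them into 4 and 4 accounted for at least as much.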

The principal component analysis (PCA) demonstrates that growth restriction did not have much effect on gene expression in female fetuses (Female groups—FC and FFGR are clustered together on the PCA) (Figure 5B). In contrast, in male fetuses, the gene groups (MC and MFGR) clustered separately following growth restriction (Figure 5B). 

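The MC and MFGR libraries lay apart on principal component 2 but not on principal component 1. Component 2, with 6.29% of the variance, ran from -1.79 to 25.5 in MC and from -22.4 to -4.98 in MFGR, without overlap (exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow). The second replicate of MC was the MC library closest to MFGR. The FC libraries ran from -20.8 to 12.1 on component 2, into the ranges of both male groups. The component thus also holds variation between control fetuses. On component 1 the difference between MFGR and MC gave p = 0.857 in the same exact test. The difference between MC and MFGR accounted for 24.7% of the variance among these 8 libraries, more than any of the other splits into 4 and 4, of which the highest gave 22.4%.

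**Figure D1:**
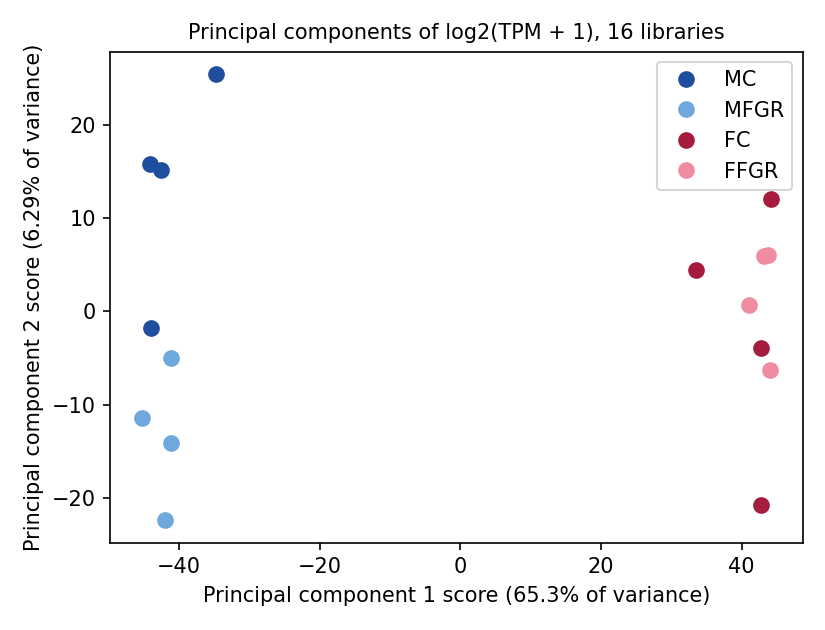
Scores of the 16 libraries on principal components 1 and 2 of log2(TPM + 1), each point 1 library, coloured by group. Males and females lie apart on component 1, and MC and MFGR do not overlap on component 2.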

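More transcripts had no overlap between growth-restricted and control fetuses in males than in females, a contrast that was not itself tested. No single transcript passed a test that its response differed between the sexes. The ranges of the 4 MFGR and the 4 MC libraries did not overlap for 9.71% of the 4574 transcripts, and those of FFGR and FC for 3.85%, where chance gives 2.86%. For the sex by growth restriction interaction, 0 transcripts passed in limma (smallest adjusted p = 0.272), and 511 had an unadjusted p under 0.05 where chance gives 228.7. The median standard error of an interaction was 0.24 on the log2 scale. The interaction count rose to 53 with a weight for each library, to 2 with the filter lowered to 1 TPM or removed, and to 2 without the second replicate of MC.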

There were few differentially expressed genes in females compared to males with growth restriction (Figures 5C, D). A total of 1330 gene transcripts were differentially regulated (FDR <0.05 and FC > 1.5) in male and female perirenal adipose tissue (Figures 5C, D). Of these, 643 were upregulated, and 687 were downregulated in female fetus perirenal adipose tissue as compared to adipose tissue from male fetuses (Figures 6A, B). Similarly, 148 genes were upregulated, and 124 were downregulated in MFGR as compared to MC (Figures 6C, D). 

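Control males and females differed in a large part of the transcripts tested, and the difference was large against the spread between fetuses. At the stated thresholds 1318 of the 4574 transcripts were called between MC and FC in limma, and 1970 had an adjusted p under 0.05 at any fold. The ranges of the 4 MC and 4 FC libraries did not overlap for 37.1% of the transcripts. The median standard error of a log2 fold change was 0.17. Of the transcripts in the paper's Supplementary Table S1 that carry a transcript identifier, 176 were among those tested here. All 176 changed in the direction the paper's table gives, and 158 were called. This is not independent evidence, since the paper chose the transcripts on these same libraries.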

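Called transcripts were more often lower than higher in MC, with 285 higher and 1033 lower than in FC. This balance depended on the scaling between libraries. The median of all tested log2 fold changes was -0.20 in TPM, -0.13 with median-of-ratios scaling and 0.08 with quantile normalization. The counts were 373 higher and 885 lower in MC with median-of-ratios scaling, and 726 higher and 583 lower with quantile normalization. With TPM rescaled without the 11 mitochondrial transcripts, an alternative chosen after seeing the data, they were 450 higher and 800 lower. Leaving out 1 library at a time gave 215 to 358 higher and 932 to 1142 lower. In the paper's Supplementary Table S1 the direction up stands for higher in MC.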

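Few transcripts were called between MFGR and MC, and the number was not stable. In MFGR, 10 transcripts were higher and 11 lower than in MC at the stated thresholds in limma (smallest adjusted p = 0.00738). An unadjusted p under 0.05 was reached by 810 transcripts, where chance gives 228.7. Of the transcripts with an identifier in the paper's Supplementary Table S2, 12 were tested here. All 12 changed in the direction the paper's table gives, 10 of them at an unadjusted p under 0.05 and 0 as calls. They too were chosen by the paper on these same libraries. The counts depended on single libraries, on the scaling and on the filter. They were 1 higher and 1 lower without the first replicate of MC, 1 higher and 0 lower without the third, and 28 higher and 55 lower without the second. Without the fourth replicate of MC 5 were called in all, and without the first, the second or the third replicate of MFGR 4, 3 and 8. Median-of-ratios scaling gave 77 higher and 21 lower, quantile normalization 6 and 6, a weight for each library 86 and 66, and only the 8 libraries compared 5 and 0. TPM rescaled without the 11 mitochondrial transcripts, chosen after seeing the data, gave 21 higher and 91 lower. The filter at 1 TPM gave 2 higher and 6 lower, no filter 1 and 3, and the replicate number as a block 3 and 4.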

Surprisingly, in females, only 6 genes were upregulated and 2 downregulated in FFGR perirenal adipose tissue as compared to FC (Figures 6E, F). 

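In females, no transcript differed between FFGR and FC at the stated thresholds. In limma 0 transcripts were higher and 0 lower (smallest adjusted p = 0.494), and 337 had an unadjusted p under 0.05, where chance gives 228.7. With the filter lowered to 1 TPM, 1 transcript was higher and 3 were lower. With no filter, 1 was higher and 4 were lower. The 8 genes of the paper's Supplementary Table S3 are given there as genes, not as transcripts, and could not be matched to the deposited table.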

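Whether the 2 sexes share called transcripts could not be tested, since 0 transcripts were called between FFGR and FC. Among the 21 transcripts called between MFGR and MC, 16 changed in the same direction in females (76.2%), where 49.9% of all 4574 transcripts did. Over all 4574 transcripts, the log2 fold changes of the 2 comparisons had a Pearson correlation of -0.04 and a Spearman correlation of 0.000591. This correlation is across transcripts, which are not independent replicates, and the 2 comparisons share no library. The gene ENSOARG00020003728 could not be matched to a transcript of the deposited table.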

On comparative analysis (Figure 5D), there was only 1 gene commonly altered in response to growth restriction in visceral adipose from both males and females (Novel gene ENSOARG00020003728). The complete list of differentially regulated genes in males as compared to females is provided in Supplementary Figure S1–S3. Also, the heat maps (Figure 5A) and PCA (Figure 5B) demonstrate a separate clustering of males and females, indicating a strong effect of biological sex on gene expression in perirenal adipose tissue during fetal life. 

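The sex difference of the control fetuses was found again in the growth-restricted fetuses, whose libraries do not enter the fold changes between MC and FC. This repeat cannot tell sex from a difference in how reads of male and female libraries were assigned, which would recur in it. The ratio of the mitochondrial transcripts ND6 and ND5 was 0.698 in both MC and MFGR, 0.0750 in FC and 0.0744 in FFGR. The variance of each transcript came from all 16 libraries, so the calls in control and in growth-restricted fetuses are not independent. MFGR had 297 transcripts higher and 1079 lower than FFGR at the stated thresholds in limma. Of these, 935 were also called between MC and FC, 933 of them in the same direction. Independent lists would share 262 in the same direction, a number that does not allow for the shared variance. The log2 fold changes of both comparisons had a Pearson correlation of 0.889 and a Spearman correlation of 0.761 across the transcripts, which are not independent replicates. The balance of higher and lower transcripts again moved with the scaling, to 566 higher and 788 lower with median-of-ratios scaling and to 721 higher and 639 lower with quantile normalization. From the separate clustering of males and females, the paper concludes that biological sex strongly affects gene expression in this tissue in fetal life.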

The raw RNAseq files and analyzed data sets are deposited in the GEO repository accession no. GSE235935.

**FIGURE 5:**
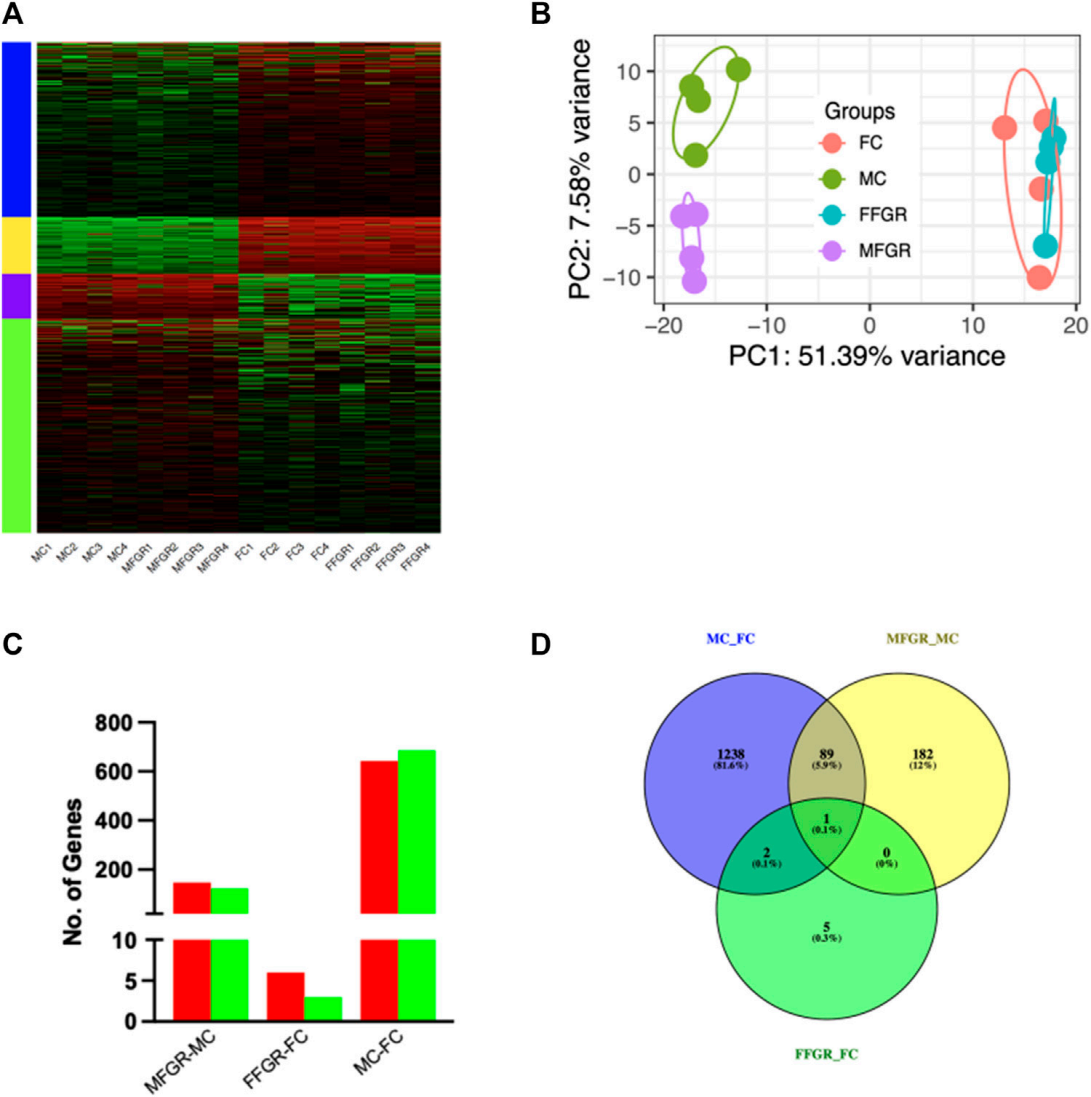
Sexually dimorphic clustering of gene expression in the four groups. **(A)** Hierarchical clustering of the differentially expressed genes in perirenal adipose tissue from male and female sheep fetuses. **(B)** PCA plot of the differential gene expression in the four study groups. **(C)** The bar graph demonstrates upregulated (red) and downregulated (green) genes by comparing the MFGR with MC, FFGR with FC, and MC with FC. **(D)** Venn diagram demonstrates the number of genes that overlapped with sex and growth restriction variables.

**FIGURE 6:**
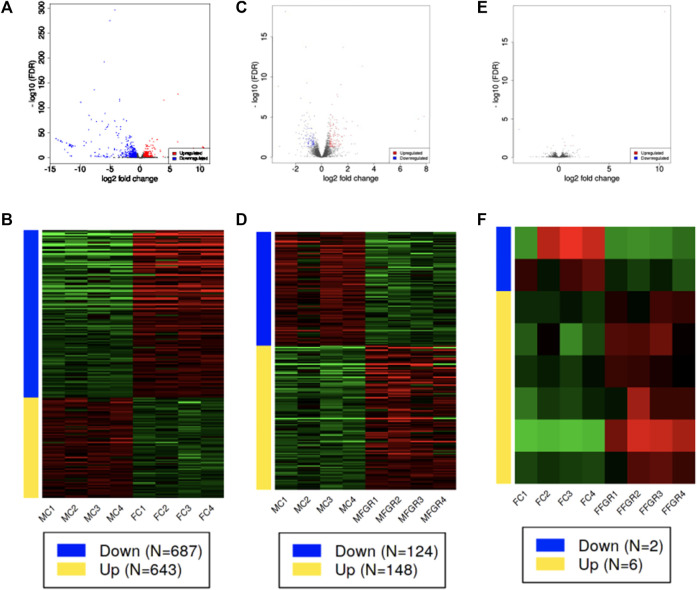
Demonstrates differential gene expression in the three comparisons (MC vs. FC; MFGR vs. MC; and FFGR vs. FC). Panels **(A, C, E)** are the volcano plots demonstrating −log10 FDR (*Y*-axis) and log2 fold change (*X*-axis) of the differentially expressed genes in the three comparative groups. Panels **(B, D, F)** demonstrate the hierarchical clustering of the differentially regulated genes in each comparative group.

### Gene enrichment and pathway analysis

#### Effect of sex on visceral adipose tissue gene expression pathways

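Transcripts of oxidative phosphorylation differed between MC and FC in both directions. Of the 12 tested transcripts that the paper's Supplementary Table S4 lists as lower in males, 12 fell at an adjusted p under 0.05 in limma, with a median log2 fold change of -1.36. Among them is the mitochondrial ATP6. Of the 11 tested transcripts it lists as higher in males, 10 rose, with a median of 0.64. Among those listed are the mitochondrial COX2, ND3, ND4 and ND6. Both lists moved against the other transcripts (camera, adjusted p = 1.8e-14 and 7.55e-12, and 0.00125 and 0.00127 with an estimated correlation). In growth-restricted fetuses, 11 of the 12 fell and 10 of the 11 rose in MFGR against FFGR. The paper chose both lists on the MC and FC libraries. Of 4 gene symbols on several rows of its Supplementary Table S1, 2 stand in both directions, NDUFB3 and RPS12. NDUFB3, a nuclear gene of oxidative phosphorylation, has log2 fold changes of -4.19 and 9.72 there. A difference in how reads were assigned to transcripts therefore cannot be told apart here from a change of the pathway. Genes of blood vessels could not be matched to the deposited table, and of 38 endothelial genes the paper's Supplementary Table S1 lists 12 as higher and 2 as lower in MC. Other cell-type lists moved in the same table, with 5 of 27 genes of preadipocytes and fibroblasts higher and 0 lower, and 3 of 20 of smooth muscle and pericytes higher and 8 lower.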

On enrichment of the genes altered in males compared to females, the major network upregulated in males were those involved in neovascularization, and downregulated network involved mitochondrial function (Figure 7). On enrichment of differentially expressed genes in males compared to females, the Thermogenesis KEGG Pathway was downregulated, and the Metabolic and Steroid Biosynthesis KEGG pathways were upregulated (Supplementary Table S4). Furthermore, we examined the gene ontology (GO) biological process and observed that the adiponectin-activated signaling pathway was activated, and endosome-related pathways were suppressed in perirenal adipose tissue from control males as compared to those in control females (Figure 7B). 

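The thermogenesis transcripts that the paper lists as lower in males were lower in both the control and the growth-restricted fetuses. UCP1 did not pass in limma in MC against FC (log2 fold change -0.47, adjusted p = 0.272). Nor did it pass in MFGR against FFGR (-0.14, adjusted p = 0.767). Of 26 genes of brown adipocytes and thermogenesis, the paper's Supplementary Table S1 lists 1 as higher and 2 as lower in MC. Of 16 tested transcripts of the paper's list, 16 fell in MC against FC at an adjusted p under 0.05 in limma, with log2 fold changes from -4.44 to -0.80. In MFGR against FFGR, libraries that did not choose the list, 15 of the 16 fell. The list shares transcripts with the oxidative phosphorylation list given as lower in MC, among them the one with the lowest log2 fold change (-4.44). The falls of these lists are therefore not separate results. A difference in how reads were assigned that follows sex would recur in both comparisons. The paper chose the list on the MC and FC libraries, so its fall between them is not independent evidence. With MFGR against FFGR the camera adjusted p was 4.67e-10, and 0.00128 with an estimated correlation. Of the steroid biosynthesis list only 1 transcript reached the filter, with a log2 fold change of 0.63 in MC against FC and of -0.59 in MFGR against FFGR. Over its 4 transcripts at 1 TPM or more, the summed TPM was 86.3 ± 18.0 in MC and 48.7 ± 8.40 in FC (SD, n = 4), with a camera adjusted p of 0.00449, and 0.121 with an estimated correlation. The metabolic pathway list is printed in part only in the paper's Supplementary Table S4 and was not tested.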

The list of genes associated with these GO biological processes is provided in Supplementary Table S5.

**FIGURE 7:**
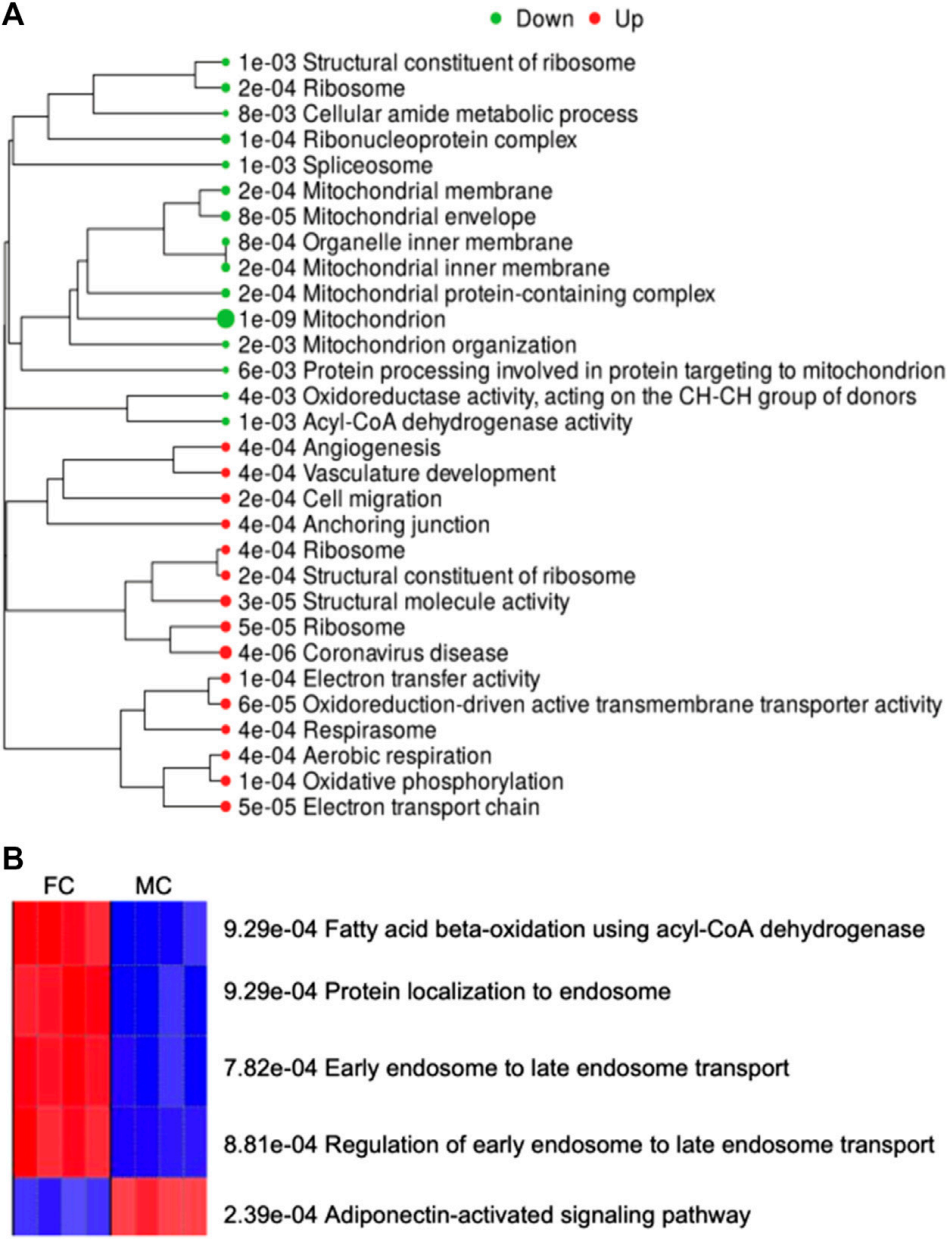
**(A)** Demonstrates enriched pathways in DEGs for genes altered on comparing male vs. female control fetuses. Green dots indicate downregulated pathways and red dots indicate upregulated pathways. The sizes of the dots correspond to the adjusted *p*-value. **(B)** Shows the GO Biological Process activated (Red) and suppressed (Blue) on comparing control males with control females.

#### Effect of growth restriction on gene expression pathways

The result demonstrates that female adipose tissue did not undergo major changes with growth restriction. Only 8 genes were altered in FGR females compared to control females, and they did not map to a common pathway. However, following fetal growth restriction, the translation and biosynthetic pathways were upregulated in males, and lipid/sterol pathways were downregulated (Figure 8). 

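No pathway stood out between FFGR and FC once the correlation between transcripts was taken into account. Of the 22 lists tested, 5 had a camera adjusted p under 0.05 with a preset correlation and 0 with an estimated one. Both ribosome lists and the coronavirus list were higher in FFGR. The thermogenesis and oxidative phosphorylation lists that the paper gives as lower in MC were lower in FFGR. The lists that were higher share transcripts, as do those that were lower, so the 5 are not separate results. In the ribosome lists 17 of 18 transcripts (camera adjusted p = 0.00153) and 13 of 16 (0.0209) were higher, the direction also seen in males. With an estimated correlation both gave 0.626. The 4 transcripts of the steroid biosynthesis list that the paper gives as lower in growth-restricted males had a summed TPM of 77.1 ± 15.3 in FFGR and 74.6 ± 7.16 in FC (SD, n = 4, camera adjusted p = 0.932). The 4 tested transcripts of the PPAR list that the paper gives as higher in growth-restricted males, of which 1 passed here, had a median log2 fold change of -0.45 in FFGR against FC (camera adjusted p = 0.422).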

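The ribosome and metabolic transcripts that the paper lists as higher in MFGR than in MC were higher here too, though few passed singly. Of 80 genes of cytosolic ribosomal proteins, the paper's Supplementary Table S2 lists 7 as higher and 0 as lower in MFGR. Of 16 tested ribosome transcripts of the paper's Supplementary Table S6, all 16 were higher, with a median log2 fold change of 0.56. In limma 2 of them rose at an adjusted p under 0.05, and 16 when adjusted over the list alone. The camera adjusted p was 1.86e-23, and 0.0110 with an estimated correlation. Of 16 tested metabolic transcripts, 3 rose and 14 when adjusted over the list alone, and the summed TPM of the 19 listed was 3047 ± 138 in MFGR and 1570 ± 207 in MC (SD, n = 4). For the interaction, the camera adjusted p with an estimated correlation was 0.00334 for the metabolic list and 0.0897 for the ribosome list. The paper chose both lists on the MC and MFGR libraries, so these values are not independent evidence, and the choice alone favours an interaction. Markers of cell types moved in the same comparison in the paper's Supplementary Table S2. There, 9 of 49 genes of matrix and 8 of 27 of preadipocytes and fibroblasts are lower. Of 20 genes of smooth muscle and pericytes, 6 are higher and 1 lower. Of 19 genes of cholesterol synthesis, the paper's Supplementary Table S2 lists 7 as lower and 0 as higher in MFGR, among them MSMO1 (the paper's log2 fold change -1.33), LSS (-1.27) and SQLE (-1.32).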

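Transcripts of the paper's steroid biosynthesis list were lower and those of its PPAR signaling list higher in MFGR than in MC. Both tested steroid transcripts passed singly, but only 1 of the 4 tested PPAR transcripts did. Over 5 transcripts of steroid biosynthesis, the summed TPM was 125 ± 21.9 in MC, 59.8 ± 6.89 in MFGR, 83.8 ± 6.75 in FC and 87.7 ± 15.7 in FFGR (SD, n = 4). Both transcripts of the paper's list that reached the filter fell in MFGR against MC at an adjusted p under 0.05 in limma, with log2 fold changes of -1.38 and -0.71. The camera adjusted p of that list was 1.77e-08, and 0.0110 with an estimated correlation. Of the 4 tested PPAR transcripts, 1 rose, and 4 when adjusted over the list alone, with a median log2 fold change of 1.26 (camera adjusted p = 2.24e-08, and 0.00699 with an estimated correlation). For the interaction, the camera adjusted p with an estimated correlation was 0.0288 for the steroid list and 0.0155 for the PPAR list. The paper chose both lists on the MC and MFGR libraries, which alone favours an interaction, so a difference between the sexes is not shown by these values. In the paper's Supplementary Table S2, 8 of 27 genes of preadipocytes and fibroblasts are lower in MFGR. Of 20 genes of smooth muscle and pericytes, 6 are higher and 1 lower. The values of the lists do not separate a change within adipocytes from a change in cell types.

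**Figure D2:**
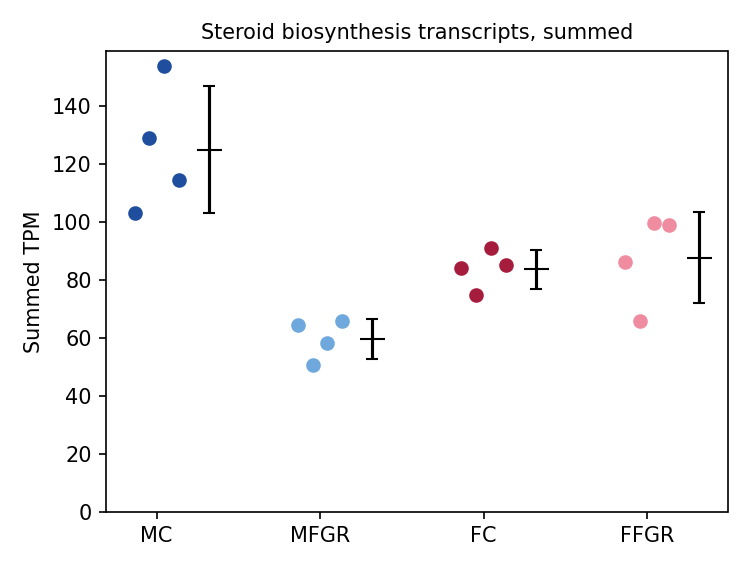
Summed TPM of the 5 steroid biosynthesis transcripts in each library by group, with the group mean and SD beside the points. The MC libraries lie between 103 and 154 and the MFGR libraries between 50.7 and 65.8.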

On enrichment of differentially expressed genes in MFGR compared to MC, the Steroid Biosynthesis KEGG Pathway was downregulated, and the PPAR Signaling KEGG pathway was upregulated (Supplementary Table S6; Supplementary Figure S2). On examination of the GO biological processes, we observed that in the perirenal adipose tissue from growth-restricted males, genes related to cell adhesion and hypertrophy were activated, and translation and oxidative stress-related genes were suppressed as compared to those in control males (Figure 8B). The list of genes associated with these GO biological processes is provided in Supplementary Table S7.

**FIGURE 8:**
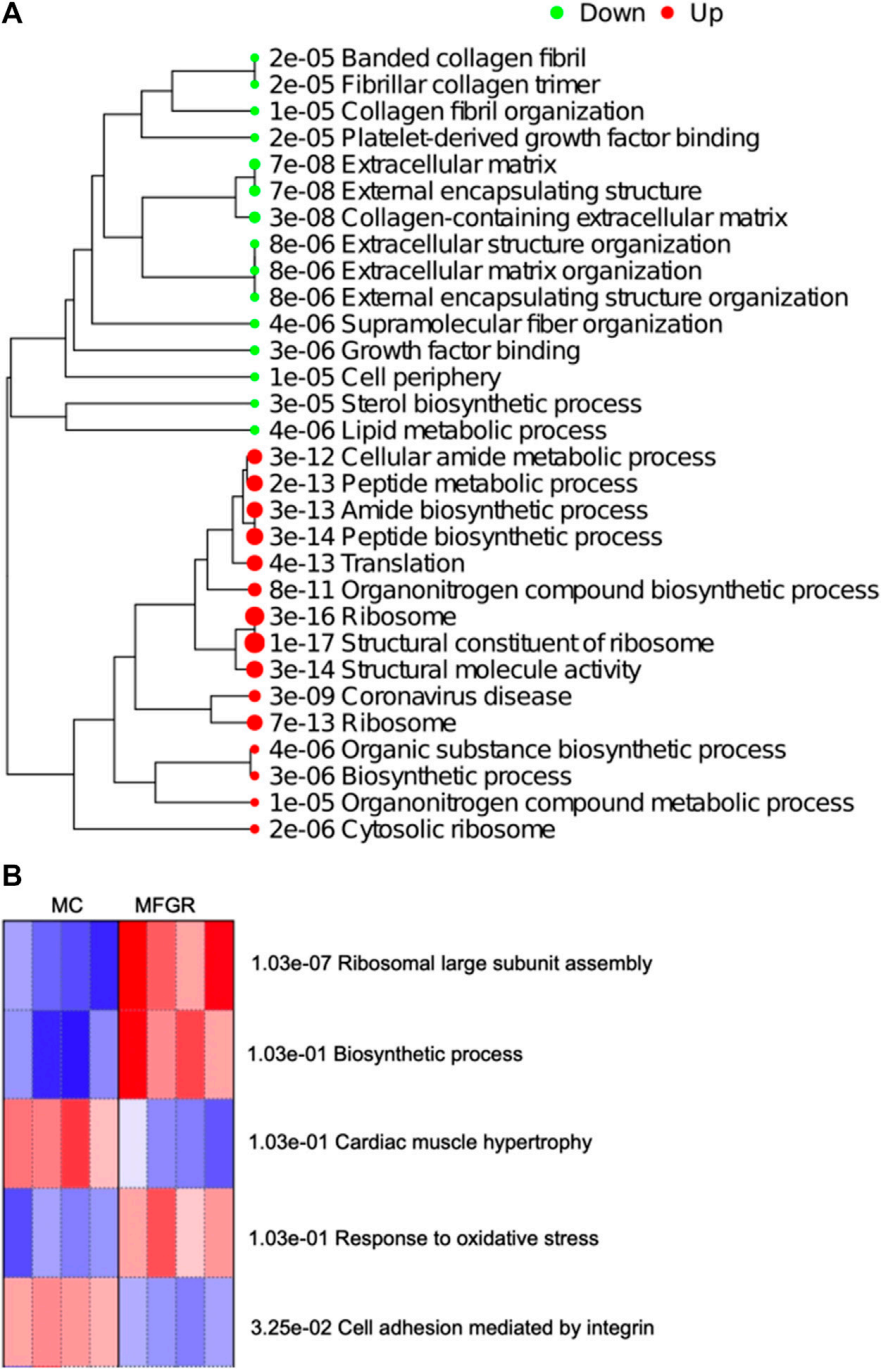
Demonstrate enriched pathways in DEGs for genes altered on comparing MFGR vs. MC. **(A)** Green dots indicate downregulated pathways and red dots indicate upregulated pathways. The sizes of the dots correspond to the adjusted *p*-value. **(B)** Shows the GO Biological Process activated (Red) and suppressed (Blue) on comparing control males with growth-restricted males.

### Relative expression of preadipocytes, mature adipocytes, white adipocytes, and brown adipocytes markers in the four study groups

THY1 was used as preadipocyte markers; ADIPOQ and FABP4 were used as mature adipocyte markers UCP1 and CIDEA were used as brown adipose markers; and TCF21 and leptin were used as white adipose tissue markers (Table 1). Of note, leptin is also considered a mature adipose tissue marker. 

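None of the 9 marker transcripts in Table 1 that could be matched passed the test between FFGR and FC (smallest adjusted p = 0.620 in limma). The largest shifts were in FABP4 and in ob, the leptin transcript. FABP4 had 2271 ± 408 TPM in FFGR and 5205 ± 3582 in FC (SD, n = 4), a log2 fold change of -0.98 (standard error 0.44, adjusted p = 0.652). For ob the values were 13.2 ± 3.52 TPM in FFGR and 27.4 ± 12.8 in FC, a log2 fold change of -0.93 (standard error 0.38, adjusted p = 0.648), with no overlap between the groups. CIDEA-201 was at 122 ± 7.77 TPM in FFGR and 93.8 ± 16.5 in FC (log2 fold change 0.38, adjusted p = 0.620). The table gives TCF21 the transcript identifier of CIDEA-202, so no value can be given for TCF21.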

There was no change in any markers in females with growth restriction. In males with growth restriction, FABP4, a mature adipocyte marker, was significantly upregulated (>2.5 folds), and THY1, a preadipocyte marker, was downregulated (<0.5 fold). 

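FABP4 was higher and both THY1 transcripts were lower in MFGR than in MC, but none of these passed the adjustment over all transcripts. FABP4 had 6015 ± 2962 TPM in MFGR and 2445 ± 1140 in MC (SD, n = 4), a log2 fold change of 1.28 (standard error 0.44, adjusted p = 0.145 in limma). Its interaction of sex and growth restriction was 2.26 on the log2 scale (standard error 0.62) and did not pass over all transcripts (adjusted p = 0.272, and 0.0220 over the markers alone), so a difference between the sexes is not shown. THY1_201 fell by 1.26 on the log2 scale (adjusted p = 0.184) and THY1_202 fell by 1.06 (adjusted p = 0.264). The sum of both was 25.9 ± 9.49 TPM in MFGR and 63.4 ± 18.9 in MC (exact permutation test, two-sided, n = 4, p = 0.0571). FABP4 values overlapped between the groups.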

On examining the effect of sex on the markers, THY1 (preadipocyte marker) was downregulated in control males as compared to control females (>2 fold).

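THY1_202 was lower in MC than in FC, while THY1_201 leaned the other way without passing and the sum of both did not differ detectably. THY1_202 was at 7.10 ± 4.45 TPM in MC and 35.4 ± 13.7 in FC (SD, n = 4), a log2 fold change of -2.21 (standard error 0.48, adjusted p = 0.00179 in limma). THY1_201 was at 56.3 ± 15.7 TPM in MC and 26.3 ± 12.3 in FC, a log2 fold change of 1.15 (standard error 0.47, adjusted p = 0.0587). The paper's text gives THY1 as lower in MC, but its Supplementary Table S1 lists THY1 as higher (the paper's log2 fold change 1.20). The second replicate of MC had 33.1 TPM of THY1_201, and without it the log2 fold change was 1.39 (adjusted p = 0.0369). The sum was 63.4 TPM in MC and 61.8 in FC (log2 fold change 0.10, standard error 0.47, adjusted p = 0.879). THY1_201 made up 89.4% of the sum in the 8 males and 41.4% in the 8 females, without overlap (exact permutation test, two-sided, p = 0.000155, the smallest possible). Reads shared by the transcripts of 1 gene are divided between them by the quantification, and the files do not show how. HOXC9 was also lower in MC, at 4.50 ± 1.63 TPM against 9.73 ± 1.29 in FC (1.99 times lower on the log2(TPM + 1) scale, adjusted p = 0.00144 with the filter at 1 TPM).

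**Figure D3:**
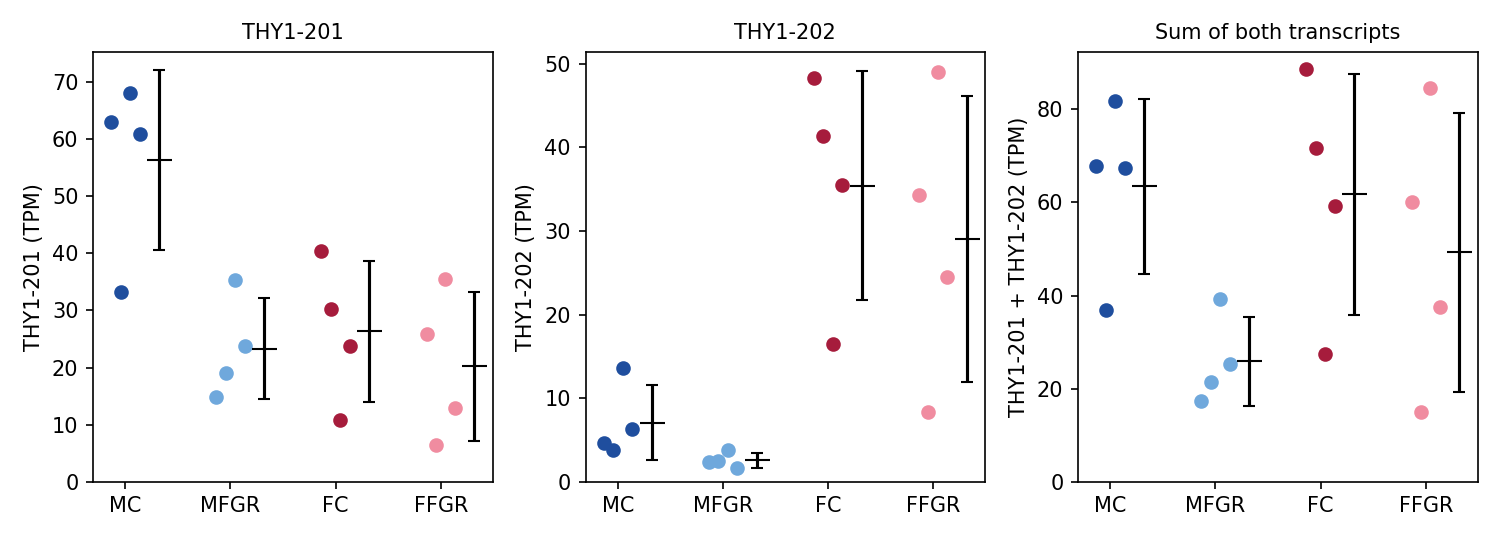
TPM of THY1_201, of THY1_202 and of their sum in each library by group, with the group mean and SD beside the points. THY1_202 is low in all males, and the sums of MC and FC overlap.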

**TABLE 1:** Various adipocytes marker gene expression in the four study groups.

Gene id	Transcript id	Gene name	Transcript name	MFGR/MC fold change	MFGR/MC *p*-value	FFGR/FC fold change	FFGR/FC *p*-value	MC/FC fold change	MC/FC *p*-value
ENSOARG00020012680	ENSOART00020019420	UCP1	UCP1-201	1.174	0.920	−1.103	1.000	−1.240	0.654
ENSOARG00020017607	ENSOART00020027055	FABP4	FABP4-201	2.610	0.046	−2.276	0.647	-1.891	0.176
ENSOARG00020000398	ENSOART00020000499	ADIPOQ	ADIPOQ-201	−1.050	0.978	1.085	1.000	−1.023	0.952
ENSOARG00020023476	ENSOART00020036590	CIDEA	CIDEA 201	1.020	0.998	1.301	0.693	−1.091	0.656
ENSOARG00020016169	ENSOART00020024826	THY1	THY1 201	−2.208	0.188	−1.289	1.000	2.227	0.041
ENSOARG00020023476	ENSOART00020036602	CIDEA	CIDEA-202	−1.047	0.992	1.143	1.000	1.134	0.727
ENSOARG00020020602	ENSOART00020036602	TCF21	TCF21-201	−1.904	0.042	1.074	1.000	1.282	0.495
ENSOARG00020005038	ENSOART00020007691	ob	ob-201	−1.117	0.978	−2.050	0.896	1.182	0.811
ENSOARG00020018036	ENSOART00020027741	HOXC9	HOXC9 201	−1.190	0.677	−1.164	1.000	−2.081	0.000
ENSOARG00020016169	ENSOART00020024873	THY1	THY1-202	−2.396	0.016	−1.210	1.000	−4.989	0.000

### Relative expression of mitochondrial genes in the four study groups

To examine the mitochondrial density, we examined mitochondrial gene transcripts in the four groups. Males had significant upregulation of mitochondrial transcripts in perirenal adipose tissue (Table 2). 

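The 11 mitochondrial transcripts did not move together between MC and FC. In limma 5 rose at an adjusted p under 0.05 (ND6, ND3, COX3, ND4 and COX1), 2 fell (ATP6 and ND2) and 4 did not pass. Adjusted over the list alone, 6 rose and 2 fell. ND6 differed most, with 6690 ± 1206 TPM in MC and 508 ± 62.9 in FC (SD, n = 4), a log2 fold change of 3.71 (standard error 0.24, adjusted p = 9.22e-09). ATP6 had a log2 fold change of -0.92 (standard error 0.16, adjusted p = 0.000303). All 11 together made up 39.3% of the TPM in MC and 33.4% in FC (exact permutation test, two-sided, n = 4, p = 0.114). The camera adjusted p of the list was 0.00179, but 0.295 with an estimated correlation and 0.449 with quantile normalization. The ratio of ND6 to its neighbour ND5 was 0.698 in the 8 males and 0.0747 in the 8 females, without overlap (exact permutation test, p = 0.000155). ND6 lies on the opposite strand to ND5, and the strand setting of the counting is not stated.

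**Figure D4:**
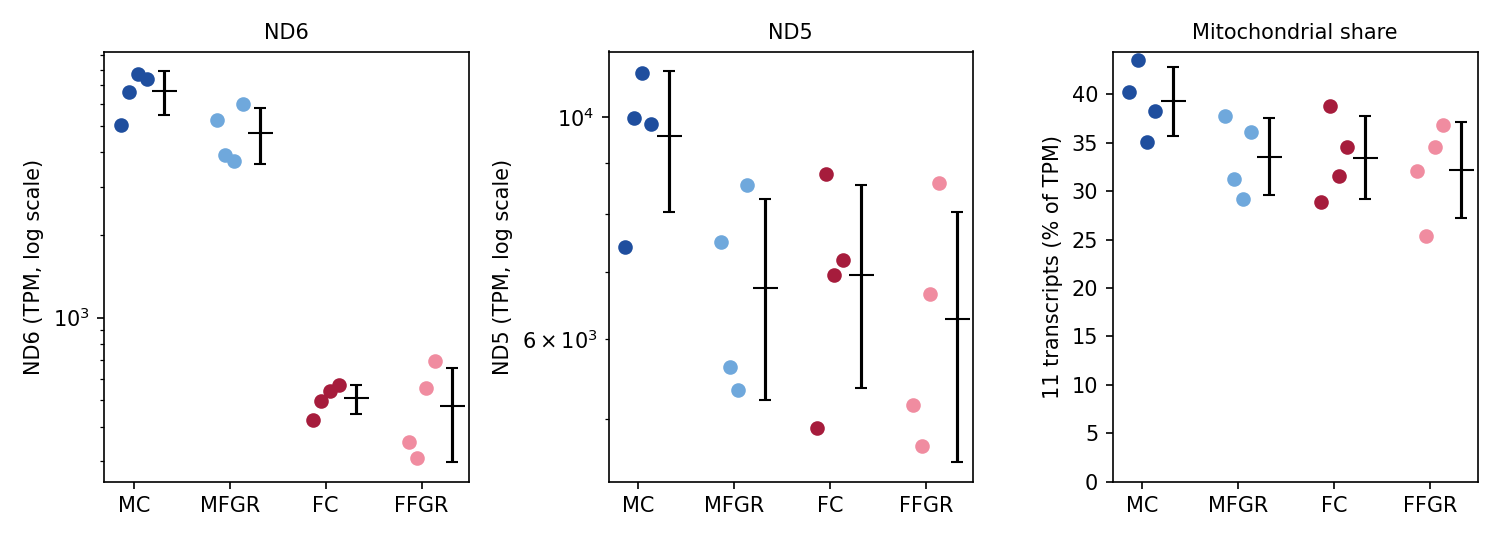
TPM of ND6 and ND5 on log axes, and the share of the 11 mitochondrial transcripts in the TPM of each library, by group, with the group mean and SD beside the points. ND6 separates males from females and ND5 does not.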

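No mitochondrial transcript passed the test for growth restriction in either sex. In males 0 of 11 passed in limma, with log2 fold changes from -0.52 to -0.03, all of them negative. COX3 had the smallest adjusted p, at -0.52 (standard error 0.13, adjusted p = 0.0748, and 0.0113 over the list alone). The camera adjusted p of the list in males was 0.0142, but 0.363 with an estimated correlation and 0.333 without the second replicate of MC. In females 0 of 11 passed, with log2 fold changes from -0.16 to 0.05 (smallest adjusted p = 0.855). The share of the 11 transcripts in the TPM was 33.6% in MFGR and lower than in MC (exact permutation test, two-sided, n = 4, p = 0.114) and 32.2% in FFGR and close to FC (p = 0.714).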

Notably, there was no effect of growth restriction on mitochondrial transcripts in either male or females perirenal adipose tissue (Table 2).

**TABLE 2:** Mitochondrial gene expression in the four study groups.

Gene ID	Transcript ID	Transcript Nzme	MC/FC Fold Change	MC/FC P- Value	MFGR/MC Fold Change	MFGR/MC P-Value	FFGR/FC Fold Change	FFGR/FC P-Value
ENSOARG00020000007	ENSOART00020000007	ND1-201	1.07	0.87	-1.05	0.98	-1.01	1.00
ENSOARG00020000011	ENSOART00020000011	ND2-201	-1.26	0.34	-1.04	0.99	-1.04	1.00
ENSOARG00020000017	ENSOART00020000017	COX1-201	1.50	0.04	-1.07	0.96	-1.04	1.00
ENSOARG00020000020	ENSOART00020000020	COX2-201	1.43	0.11	1.06	0.98	-1.12	1.00
ENSOARG00020000022	ENSOART00020000022	ATP6-201	-1.76	0.00	-1.04	0.99	1.01	1.00
ENSOARG00020000023	ENSOART00020000023	COX3-201	1.79	0.00	-1.34	0.18	-1.11	1.00
ENSOARG00020000025	ENSOART00020000025	ND3-201	2.86	0.00	-1.09	0.96	1.02	1.00
ENSOARG00020000027	ENSOART00020000027	ND4-201	1.59	0.02	-1.12	0.88	1.02	1.00
ENSOARG00020000031	ENSOART00020000031	ND5-201	1.44	0.16	-1.28	0.63	-1.12	1.00
ENSOARG00020000032	ENSOART00020000032	ND6-201	13.89	0.00	-1.28	0.64	-1.06	1.00
ENSOARG00020000034	ENSOART00020000034	CYTB-201	1.37	0.16	1.07	0.97	-1.10	1.00

## Discussion

Fetal growth restriction is a known risk factor for obesity in adult life. The mechanisms of fetal programming of adult disease are still not well understood. In the present study, we demonstrate that ambient hyperthermia induces a significant growth restriction in fetuses. Although the overall perirenal weight was lower in growth-restricted fetuses, there was no significant difference with control fetuses following normalization to body weight. Several studies have shown that adipose tissue relative percentages are maintained or may be higher in an organism despite growth restriction (Gondret et al., 2006; Coupe et al., 2012; Lynegaard et al., 2020). In contrast, several studies have demonstrated that the percentage weight of several organs relative to the total body weight is significantly lower in growth-restricted fetuses (Man et al., 2016; Serpente et al., 2021). Notably, similar to adipose tissue, the brain is the other organ that shows relative sparing in weight reduction in response to growth restriction. Thus, active programming of the adipose tissue and protection indicates the importance of adipose tissue in organismal biology.

In recent years, adipose tissue has emerged as an important endocrine organ and is responsible for the secretion of several hormones (Coelho et al., 2013). In the present report, irrespective of growth restriction, we observed significant differences in gene expression in male versus female perirenal adipose tissue. In males, the neovascularization network was upregulated as compared to that in females. Similarly, the mitochondria-related genes were downregulated in males as compared to those in adipose tissue from female fetuses. In a recent report, it was demonstrated that with a high-fat diet (HFD), there was an increase in mitochondrial complexes in female mice as compared to those in male mice, and the male mice were more prone to obesity (MacCannell et al., 2021). Similarly, sexual dimorphism in adipose tissue has been demonstrated by others in response to a high-fat diet in mice (Chang et al., 2018) and baboons (Guo et al., 2013). Thus, the present study further demonstrates sexually dimorphic programming in response to growth restriction in sheep adipose tissue. Also, in control males, we observed that the genes involved in thermogenesis pathways are downregulated, and those involved in metabolic pathways, including steroid biosynthesis, are upregulated. Reduction in thermogenesis may be responsible for making FGR males more prone to obesity than control.

Also, fetal growth restriction has been implicated in the “programming” of obesity in later life (Ducsay et al., 2018; Goyal et al., 2019). In the present report, we observed sexually dimorphic alterations in the differentiation ability of preadipocytes with growth restriction. There was a significant reduction in cellular density only in male growth-restricted fetuses. In growth-restricted male fetuses, there was also a significant reduction in the preadipocyte differentiation potential to mature adipocytes compared to male controls. These changes were not observed in female fetuses. Moreover, previous reports demonstrate that female FGR babies are at significant risk for excessive fat deposition in adipose tissues and rapid catch-up growth in a sexually dimorphic manner in adult life (Hales and Barker, 2001; Tchoukalova et al., 2014; Dearden et al., 2018). Based on the findings from the present study, we speculate that changes in the male adipose gene expression may be playing a role sexually dimorphic risk for obesity in later life. However, further investigations and follow-ups in adult animals are required to gain a mechanistic understanding.

Similarly, in response to growth restriction, there was a significant change in the male transcriptome of perirenal adipose tissue, which was not observed in growth-restricted female fetuses. 

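The tested transcripts of the paper's PI3K-Akt list, which are also the 4 tested of its focal adhesion list, were lower in growth-restricted males. All 4 tested transcripts of the paper's list were lower in MFGR than in MC, with a median log2 fold change of -1.14, and their list had a summed TPM of 275 ± 144 in MFGR and 685 ± 181 in MC (SD, n = 4). In limma 0 of the 4 passed over all transcripts and 4 passed over the list alone, a list that the paper chose on these libraries. The camera adjusted p was 4.78e-08, and 0.0269 with an estimated correlation. In FFGR against FC the median was -0.17 (camera adjusted p = 0.335), and the interaction had a camera adjusted p of 0.134 with an estimated correlation, so a difference between the sexes was not shown. The paper's Supplementary Table S2 lists 9 of 49 genes of collagens and matrix and 8 of 27 of preadipocytes and fibroblasts as lower in MFGR. Of 20 genes of smooth muscle and pericytes, it lists 6 as higher and 1 as lower. The values of the list do not separate signaling from a change in cell types.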

In growth-restricted male fetuses, the PPAR-gamma pathway was upregulated, and the PI3K-AKT pathway was downregulated with an associated increase in mature adipocyte marker and reduction in preadipocyte marker. Evidence supports that the PPAR-gamma pathway is involved in preadipocyte differentiation and maturation (Floyd and Stephens, 2012). Thus, it is possible that with growth restriction, male fetuses have a reduction in the preadipocyte population which may be the reason for reduced cell density in growth-restricted males.

A surprising finding of the present study was that transcriptomic profiles were unaffected by growth restriction in adipose tissue from female fetuses. In contrast, differences in male fetuses were observed at both transcriptomic and phenotypic levels. The significance of this sexually dimorphic programming and causal mechanisms warrants further investigation.

## Conclusion and perspective

The present study demonstrates sexual dimorphic programming of perirenal adipose tissue differentiation and gene expression. Our findings show that female fetuses are more resistant than male fetuses. Following growth restriction, the adipose tissue from male fetuses had lower cell density, upregulated mature adipocyte markers, and lower *in-vitro* differentiation potential. Further studies are needed to examine if lower preadipocyte differentiation potential in males leads to more fat deposition from early life. The study also demonstrates that the PI3K-AKT and PPAR-gamma pathways require further investigation and may be involved in growth restriction-induced fetal programming of adipose tissue.

## Data Availability

This study’s raw and analyzed datasets can be found online at the GEO Dataset Repository, accession no. GSE235935.

How the deposited data were processed for this re-analysis (not part of the article)

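RNA of perirenal adipose tissue from near-term sheep fetuses was sequenced in 16 libraries, 4 each from control males (MC), growth-restricted males (MFGR), control females (FC) and growth-restricted females (FFGR). The authors checked read quality with FastQC 0.11.9, discarded sequences of low quality and quantified the rest with Salmon against the Ensembl transcripts of the sheep genome Oar_rambouillet_v1.0. The authors deposited the result as length-scaled abundances (TPM) for 35219 transcripts, with the group and number of each fetus in the column names. In the paper, the authors compared groups in a web application after an edgeR log2 transformation of counts, which are not in the deposited table. Of the 35219 transcripts, 5462 are at 0 in every library.

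TPM sums to 1000000 in each library and keeps no read counts, so no count model was used and the depth of each library is unknown. The precision of a fold change was taken from the spread between fetuses. Transcripts with at least 20 TPM in at least 3 libraries were kept, which left 4574. The paper discards genes under 20 CPM in 3 or more libraries, which read word for word is a stricter rule. They were tested as log2(TPM + 1) in limma 3.58.1 (R 4.3.3) with a trended prior variance, 1 mean for each of the 4 groups, 12 residual degrees of freedom and no covariate. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a fold above 1.5 either way. The comparisons were MC against FC, MFGR against MC, FFGR against FC, MFGR against FFGR and the interaction of sex and growth restriction. Members of gene lists were counted as having risen or fallen at an adjusted p under 0.05 with no minimum fold. Named transcripts under the filter were taken from a fit of the 17291 transcripts with at least 1 TPM in 3 libraries.

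Gene lists were tested with camera in limma, with a preset correlation of 0.01 and with an estimated correlation, over the transcripts with at least 1 TPM in 3 libraries, and adjusted over the 22 lists in each comparison. Of these, 12 are pathway lists of the paper's Supplementary Table S4 and 9 of its Supplementary Table S6 that are printed in full there, and 1 is the set of 11 mitochondrial transcripts. The paper chose the pathway lists on these libraries. The plan was to test gene totals of lists written beforehand. The deposited table pairs no transcript with a gene, and no reference at hand does so for this annotation. Those lists were therefore only counted in the paper's own supplementary tables, and transcripts could be summed per gene only for THY1 and CIDEA.

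The transcripts named in the text follow a rule written before the data were examined. It takes every transcript of Table 1 and Table 2, the members of the paper's lists for steroid biosynthesis, PPAR signaling, thermogenesis and PI3K-Akt, the genes of the paper's table for FFGR against FC, up to 4 members of each list written beforehand, and the strongest called transcripts of each comparison that have a name. The paper's values for these had been seen. Of the transcripts of Table 1 and Table 2, 20 could be used, 9 markers and 11 mitochondrial. TCF21 shares its printed identifier with CIDEA-202 and was left out. The ratio of ND6 to ND5, the share of THY1_201 and the sum of steroid biosynthesis transcripts were added after the values were seen.

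Principal components were computed on centred, unscaled log2 values of the filtered transcripts. Group differences of single values were tested with exact permutation tests, two-sided. The fits were tested on simulated data, in which 10 unchanged transcripts of the 4574 were called beside the changed ones, and 0 of 20 random lists. Alternatives set before the data were examined were another pseudocount, another filter, 2 other scalings, another variance model, a weight for each library, only the 8 libraries compared, the replicate number as a block, other fold thresholds and leaving out each library. Rescaling TPM without the mitochondrial transcripts was added after seeing the data.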

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

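The splits of the libraries were planned, and all tests of explanations below were chosen after the results were seen.

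With 1318 called transcripts, MC against FC was the 1 of 35 splits of the same libraries to reach that number, and the highest other gave 270. MFGR against FFGR, with 1376, was likewise the 1 of 35 splits, and the highest other gave 11. Chance can be excluded for both. For MFGR against MC, with 21, 2 of 35 splits called as many, and the highest other called 65, so chance cannot be excluded for these calls. In variance between the groups, the same split was the highest of the 35, at 24.7% against 22.4% for the highest other. For FFGR against FC 0 were called, and the highest other split called 2. For the interaction 0 were called, and the highest other split called 4. With 0 calls every split calls as many (35 of 35, and 100 of 100 drawn), so these counts of splits decide nothing.

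The MC and FC libraries differed in 1318 transcripts. Over all 16 libraries, some transcripts looked as if present in 1 sex alone. Of these, 13 were at 0 in all 8 males and at 20 TPM or more in all 8 females, and 0 the other way round. The mitochondrial transcripts taking much of the TPM total are argued against as the whole cause. After rescaling without them 1250 transcripts were called, among them 1081 of the 1318. Dosage of the X chromosome is argued against as the whole cause, since 2.65% of the paper's called genes with a known chromosome lie on X. A difference in how reads were assigned to transcripts or strands cannot be told apart from sex, since the ratio of ND6 to ND5 was 9.34 times as high in males and follows sex exactly, and the paper, which describes pooling the samples for sequencing, names no batch. Biological sex, which the design names, stays open and was not tested apart from handling.

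The 21 calls between MFGR and MC depended on single libraries, with 1 call without the third replicate of MC and 83 without the second. A lower mitochondrial share in MFGR is argued against as the cause of most of the calls. After rescaling without the mitochondrial transcripts 112 were called, among them 19 of the 21. At least 19 of the 21 kept a fold above 1.5 in the same direction whichever library was left out. They were called on these same libraries, so the kept fold cannot decide whether a single library is the source. The split that calls 65 exchanges the second replicate of MC with the third of MFGR, which points to a structure of these samples whose cause was not tested. Growth restriction and a single library stay open, and chance was not excluded.

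Transcripts of steroid biosynthesis had an interaction of sex and growth restriction (camera adjusted p with an estimated correlation, 0.0288 for the list the paper gives as lower in MFGR and 0.0312 for the list it gives as higher in MC), with a median log2 fold change of the 5 of -1.23 in MFGR against MC, but both lists were chosen on high MC values, which alone favours it. The median of the 5 in FFGR against FC was -0.0790 (median standard error 0.212), which argues against a fall of that size in females. The size in males comes from lists chosen on high MC values, so a smaller effect shared by both sexes is not excluded. The mitochondrial share of TPM was 39.3% in MC and 33.6% in MFGR, and a higher share lowers the other transcripts in MC. Rescaling without the mitochondrial transcripts could therefore only deepen the fall. Its median of -1.39 is no test of this explanation. Adrenal tissue carried into the MC samples cannot be told apart from a change within the adipose tissue, since 0 of 18 adrenal markers are among the genes that the paper lists as lower in MFGR but that table holds called genes alone. A response to growth restriction in males stays open as a hypothesis, as do the choice of the lists and high values in the 4 MC libraries alone, which both comparisons share.

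Another 6 lists passed the same interaction test. They were the metabolic pathways (0.00334) and, each at 0.0155, PPAR signaling, chemical carcinogenesis, metabolism of xenobiotics, thermogenesis and Parkinson disease. Several of these lists share transcripts, and the paper chose all 6 on the MC libraries, the first 4 as higher in MFGR than MC and the last 2 as lower in MC than FC. Both choices favour low MC values and with them an interaction, so none of the 6 is independent evidence of a difference between the sexes.

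Single libraries lay far from the others of their group in 2 of 80 groups of named transcripts and in 2 of 24 groups of library measures, where chance gives about 1 in 20. The second replicate of MC had 33.1 TPM of THY1_201, where the other MC libraries had 60.9 to 68.1. The third replicate of MC had 6.94 TPM of HOXC9, where the others had 3.55 to 3.804. On principal component 1, the third replicate of MC scored -34.7, where the others scored -44.1 to -42.6, and the second replicate of FC scored 33.6, where the others scored 42.7 to 44.2.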

How the results depend on the processing

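The rescaling without mitochondrial transcripts was chosen after the data were seen; the other alternatives were set before. No named transcript that was called, here or in an alternative, changed its direction; changes of sign among transcripts close to no change are not counted. Among the values of named transcripts, 2218 kept their side of the threshold, 22 no longer passed and 28 newly passed. Unless a sentence gives it, the cause was not tested.

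The filter changed the number of transcripts tested. At 1 TPM, 934 were higher and 2172 lower in MC than FC, 2 higher and 6 lower in MFGR than MC, 1 higher and 3 lower in FFGR than FC, 849 higher and 2805 lower in MFGR than FFGR, and 2 had an interaction. With no filter these were 779 and 1962, 1 and 3, 1 and 4, 757 and 2549, and 2.

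Median-of-ratios scaling gave 77 higher and 21 lower in MFGR than MC and 566 higher in MFGR than FFGR. Quantile normalization gave 726 higher and 583 lower in MC than FC, 6 higher and 6 lower in MFGR than MC, and 721 higher and 639 lower in MFGR than FFGR. Rescaling without the mitochondrial transcripts gave 450 higher in MC than FC, and 21 higher and 91 lower in MFGR than MC. Weights for each library gave 86 higher and 66 lower in MFGR than MC and 53 interactions. Only the 8 libraries compared gave 5 higher and 0 lower in MFGR than MC.

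With no minimum fold, which admits smaller changes, 479 were higher in MC than FC and 551 in MFGR than FFGR. A minimum fold of 2, which admits fewer, gave 107 higher and 569 lower in MC than FC, 6 higher and 4 lower in MFGR than MC, and 124 higher and 610 lower in MFGR than FFGR.

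The replicate number as a block gave 3 higher and 4 lower in MFGR than MC and left the other counts within 1.5 times. The numbers do not pair the samples. Over 24 same-numbered pairs the correlation of deviations ran from -0.214 to 0.271, and 6 of 16 libraries matched their own number best.

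Principal component 1 held 66.6% and component 2 5.13% of the variance with a pseudocount of 0.1, 62.8% and 7.36% with 5, 48.7% and 7.83% with the 1 TPM filter, 45.2% and 7.72% with no filter, 40.6% and 13.4% with each transcript scaled to unit variance, and 59.6% and 7.42% with quantile normalization.

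With an estimated correlation, 10 lists passed in MC against FC, 0 in FFGR against FC, 8 in the interaction and 10 in MFGR against FFGR. With quantile normalization 3 passed in FFGR against FC. In MC against FC the steroid list had an adjusted p of 0.121 with an estimated correlation and 0.208 with the 20 TPM filter, and the mitochondrial list 0.295 with an estimated correlation and 0.449 with quantile normalization. In MFGR against MC the mitochondrial list had 0.363 and 0.105.

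Leaving out 1 library at a time gave 215 to 358 higher and 932 to 1142 lower in MC than FC, 1 to 28 higher and 0 to 55 lower in MFGR than MC, 0 to 0 in either direction in FFGR than FC, 264 to 319 higher and 985 to 1112 lower in MFGR than FFGR, 0 to 2 interactions and 0 to 0 shared calls. Component 1 held 64.8% to 67.1% and component 2 5.81% to 6.78%. The lists passing numbered 14 to 18 in MC against FC, 15 to 18 in MFGR against MC, 1 (without FFGR replicate 2) to 8 in FFGR against FC, 14 to 16 in the interaction and 13 to 16 in MFGR against FFGR. The mitochondrial list in MFGR against MC ran from 0.000133 to 0.333, the highest without MC replicate 2.

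Sums per gene over all transcripts and lists without the members the paper names were not run, since the table pairs no transcript with a gene. The depth is unknown.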

Differences from the paper's values

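Counts were set beside the paper's at its thresholds of an adjusted p under 0.05 and a fold above 1.5. Of the entries the paper counts, 266 of 1330 are given as transcripts in its Supplementary Table S1, 18 of 272 in S2 and 0 of 8 in S3. The counts here are all of transcripts, so the units may differ. The paper's filter was on CPM and the filter here on TPM. The paper transformed read counts, which were not used here, to log2 CPM and names no test. Rescaling without the mitochondrial transcripts was chosen after the values were seen.

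In the paper's Supplementary Table S1, 643 entries are higher and 687 lower in MC than FC. The counts here were 285 higher and 1033 lower. Of the 28 alternatives set before the data were examined, 4 brought the higher count within 1.5 times of the paper's: the 1 TPM filter, no filter, quantile normalization and no minimum fold. For the lower count, 20 of the 28 did so. The exceptions were a pseudocount of 0.1, the 1 TPM filter, no filter, no trend, weights for each library, no minimum fold, and leaving out MC replicate 3 or FC replicate 2. Rescaling without the mitochondrial transcripts, chosen after seeing the values, gave 450 and 800, both within 1.5 times, and dropped 11 of the 158 transcripts of the paper's table that were called here. The paper's text gives the opposite direction, with 643 higher in females. Set beside the 1033 lower in MC here, that number was met within 1.5 times by 8 of the 28 alternatives, and the paper's 687, set beside the 285 higher in MC, by 4 of the 28.

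For MFGR against MC, the paper reports 148 higher and 124 lower, and the counts here were 10 and 11. In 0 of the 28 alternatives was either count within 1.5 times of the paper's. Weights for each library came closest among them, with 86 higher and 66 lower. Rescaling without the mitochondrial transcripts, chosen after seeing the values, gave 91 lower, which is within 1.5 times of the paper's 124. It called 3 of the 12 tested transcripts that the paper's table gives by identifier, where 0 were called before, and dropped 0.

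For FFGR against FC, the paper reports 6 higher and 2 lower, and 0 and 0 were called here. The 1 TPM filter gave 3 lower, within 1.5 times of the paper's 2. With no filter 4 were lower, more than 1.5 times the paper's 2, and in the other alternatives 0. In 0 of the 28 was the higher count within 1.5 times of the paper's 6. The paper reports 1 gene altered in both sexes, and 0 transcripts were called in both here and under each of the 28 alternatives. Apart from the 1 TPM filter and no filter, 0 transcripts were called between FFGR and FC, so the shared count was fixed at 0 and does not weigh against the paper's 1.

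Of 60 signed fold changes in the paper's Tables 1 and 2, 4 had the opposite sign here, and all 4 were close to no change. For CIDEA-201 in MFGR against MC the paper gives 1.020 and the value here was -1.05. It had the paper's sign with median-of-ratios scaling, with weights for each library and without MC replicate 2, and not in the other alternatives. For COX2 in MFGR against MC the paper gives 1.06 and the value here was -1.03. The paper's sign came with median-of-ratios scaling, with quantile normalization and without MC replicate 2, MFGR replicate 2 or MFGR replicate 3. For CYTB in MFGR against MC the paper gives 1.07 and the value here was -1.02. The paper's sign came with the same 2 scalings and without MC replicate 2 or MFGR replicate 3. For ATP6 in FFGR against FC the paper gives 1.01 and the value here was -1.001. The paper's sign, or no change, came with the same 2 scalings, with weights for each library, and without FC replicate 2, FC replicate 4 or FFGR replicate 2.

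The paper calls FABP4 higher and THY1 lower in MFGR than MC. The directions here were the same, but the adjusted p was 0.145 for FABP4, 0.184 for THY1_201 and 0.264 for THY1_202. No alternative called any of the 3. The paper states that THY1 is lower in MC than FC. THY1_202 was lower here (log2 fold change -2.21) and THY1_201 was higher without passing (1.15, adjusted p = 0.0587), in the direction of the paper's own Table 1. The signed fold changes there are -4.989 for THY1_202 and 2.227 for THY1_201. The paper's Supplementary Table S1 lists THY1 as higher in MC (the paper's log2 fold change 1.20), opposite to its text.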

Other observations

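The comparisons below were planned, and the counts in the paper's tables and the simulation of shared controls were chosen after the results were seen.

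The comparison of MFGR with FFGR, which the paper does not report, called CIDEA-201 and FABP4, which MC against FC did not call. It also called THY1_202 (log2 fold change -2.85, adjusted p = 0.00021 in limma), HOXC9 (-1.09, adjusted p = 0.0006 with the filter at 1 TPM), ATP6, ND3 and ND6. MC against FC called these as well. The interaction did not pass for CIDEA-201 or FABP4 (adjusted p = 0.440 and 0.272), so a difference from MC against FC is not shown. CIDEA-201 was at 76.4 ± 9.40 TPM in MFGR and 122 ± 7.77 in FFGR (SD, n = 4), a log2 fold change of -0.67 (standard error 0.14, adjusted p = 0.00130 in limma), without overlap. The call was lost with median-of-ratios scaling and with quantile normalization, where the log2 fold changes were -0.47 and -0.40. FABP4 had a log2 fold change of 1.29 (standard error 0.44, adjusted p = 0.0257), which no longer passed with no filter, with quantile normalization, or without MFGR replicate 1, MFGR replicate 4, FFGR replicate 1 or FFGR replicate 3. In MC against FC its log2 fold change was -0.97 (adjusted p = 0.0878), the opposite direction, and it passed with weights for each library, without MC replicate 2 and without FC replicate 2.

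The calls of MC against FC and of MFGR against MC share the MC libraries, so chance values link them. They had 10 transcripts in common, 4 in the same direction, and their log2 fold changes had a correlation of -0.177 across transcripts. Unchanged groups simulated around shared controls gave -0.500. The covariance was -0.100, and -0.0553 in the simulation. With the MC libraries divided between both comparisons, the correlation ran from -0.115 to -0.0126.

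Of the transcripts in the paper's pathway lists, 93 of those for MC against FC were tested here, and all 93 changed in the paper's direction, 89 at an unadjusted p under 0.05. For MFGR against MC, 43 were tested, all 43 changed in the paper's direction, and 41 had an unadjusted p under 0.05. The paper chose these transcripts on the same libraries. In the paper's Supplementary Tables S1 and S2, 90 entries are called in both, 78 of them in opposite directions, a pattern that the shared MC libraries favour.

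In the paper's Supplementary Table S2, counted against gene lists written before the data were examined, 9 of 49 genes of collagens and matrix and 8 of 27 of preadipocytes and fibroblasts are lower in MFGR and 0 higher. Of 20 genes of smooth muscle and pericytes, 6 are higher and 1 lower. Of 35 genes of glycolysis and hypoxia 7 are higher, of 31 immediate early genes 4 and of 23 glucocorticoid targets 4, with 0 lower in each. These counts are the paper's calls, and the transcripts could not be matched to the deposited table.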
